# Histone H2AX deficiency causes neurobehavioral deficits and impaired redox homeostasis

**DOI:** 10.1038/s41467-018-03948-9

**Published:** 2018-04-18

**Authors:** Urbain Weyemi, Bindu D. Paul, Adele M. Snowman, Parthav Jailwala, Andre Nussenzweig, William M. Bonner, Solomon H. Snyder

## Abstract

ATM drives DNA repair by phosphorylating the histone variant H2AX. While ATM mutations elicit prominent neurobehavioral phenotypes, neural roles for H2AX have been elusive. We report impaired motor learning and balance in H2AX-deficient mice. Mitigation of reactive oxygen species (ROS) with N-acetylcysteine (NAC) reverses the behavioral deficits. Mouse embryonic fibroblasts deficient for H2AX exhibit increased ROS production and failure to activate the antioxidant response pathway controlled by the transcription factor NRF2. The NRF2 targets GCLC and NQO1 are depleted in the striatum of H2AX knockouts, one of the regions most vulnerable to ROS-mediated damage. These findings establish a role for ROS in the behavioral deficits of H2AX knockout mice and reveal a physiologic function of H2AX in mediating influences of oxidative stress on NRF2-transcriptional targets and behavior.

## Abstract (web summary)

H2AX is a histone variant with an essential function in DNA double-strand break repair and genome stability. Here, Weyemi and colleagues show that loss of neuronal H2AX leads to locomotor dysfunction and alteration in oxidative stress response.

## Introduction

Maintaining genome stability is fundamental to the development and survival of any organism. Mammalian cells are endowed with a number of tightly regulated pathways providing efficient DNA repair in responses to endogenous or exogenous genotoxic agents. Compromising genomic DNA can lead to a broad range of human diseases including immune deficiency, cancer, age-related diseases, and neurodevelopmental disorders. DNA repair deficiency in the brain can lead to microcephaly, neurodegeneration or brain tumors^1^.

The functional unit of chromatin is the nucleosome. It contains about 147 bp of DNA wrapped around an octamer of histones composed of an (H3-H4)_2_ tetramer flanked by two dimers of H2A-H2B^2^. These four nucleosome histone families provide equal numbers of molecules to the nucleosome. However, several of the families include members with variant sequences, whose stoichiometry can vary with cell type and growth state^3, 4^. The histone variant H2AX belongs to the histone H2A family, and like other histone variants, it is highly conserved and performs critical cellular functions beyond those fulfilled by the canonical H2As^5^. H2AX plays essential roles in DNA double-strand break repair and genome stability, and is classified as a tumor suppressor^6^. Within minutes following DNA double-strand breaks (DSBs), a cascade of signaling factors triggers the recruitment of hundreds of molecules essential for the repair and the resolution of the breaks. Repair of DNA DSBs, the most lethal reported DNA breaks, occurs through non-homologous end joining (NHEJ) or homologous recombination (HR)^6^. HR, an error-free process, preferentially takes place in proliferating cells like progenitors, whereas NHEJ, an error-prone process, operates both in proliferating, as well as differentiated cells such as neurons^7^. One of the early events in the DNA repair process is phosphorylation of the histone H2AX on its Ser139 residue (also called γH2AX)^8^. Upon induction of DSBs, DNA free ends recruit the MRN (MRE11–RAD50–NBS1) complex, leading to autophosphorylation of ATM (ataxia-telangiectasia mutated) kinase, which in turn induces formation of γH2AX. Additional kinases mediating DNA repair include ATR and DNA-PK. γH2AX creates binding sites for the MDC1 protein that serves as a docking site for additional DSB-repair proteins, facilitating the execution of the DNA damage response program^6^. Deficiency in the DNA repair kinase ATM leads to a fatal autosomal recessive neurological disease known as ataxia telangiectasia (AT). The frequency of AT in the United States is between 1:40,000 and 1:100,000, resulting in a carrier frequency of 0.5–1.0%^9^. AT patients exhibit a wide range of clinical manifestations including progressive cerebellar degeneration, oculomotor dysfunction, increased incidence of cancer, endocrine abnormalities, choreoathetosis, immunodeficiency, growth retardation, incomplete sexual maturation, and premature aging of the skin and hair^10^. ATM-null mice provide a model for phenotypes observed in patients with AT. However, ATM-null mice die from lymphomas before the onset of cerebellar degeneration^11^. These mice exhibit oxidative stress, as well as impaired general locomotor activity and reduced motor coordination^12, 11^. While ATM is best known for its function in DNA repair, it also mediates cellular reactive oxygen species (ROS) homeostasis^13^. While ATM serine 1981 is phosphorylated in response to DNA breaks, a cysteine residue located at the C-terminus (Cys 2991) participates in a homodimer formation during oxidative stress^13^. Chen et al. recently depicted the role of ATM in redox homeostasis, showing that ATM activation by oxidative stress leads to a transcriptional program that includes IL-8, during progression of primary tumors into metastatic nodules^14^. Several pathological manifestations of ATM deficiency can be reversed by the addition of antioxidants, confirming the relevance of ATM in regulating redox homeostasis^15–19^. Similarities between ATM and the histone variant H2AX are evident in the phenotypes of their knockout mouse models. In both instances males are sterile, and there is genomic instability evidenced by abnormalities in chromosome structure, immunodeficiency, and enhanced radiosensitivity. These similarities most likely reflect their common roles in DNA repair. However, while ATM mutants display prominent neurobehavioral phenotypes, neural roles for H2AX have been elusive. Here, we show that the loss of H2AX leads to neurobehavioral deficits. H2AX mediates physiologic responses to oxidative stress through NRF2-transcriptional targets, and antioxidant treatment ameliorates the neurobehavioral deficits of H2AX mutants.

## Results

### H2AX loss impairs motor balance and locomotor activity

Ataxia Telangiectasia patients display defects in motor activity associated with cerebellar abnormalities including diminished Purkinje and granule cell populations. Oxidative stress also plays a role in disease progression, as the severity of AT is reduced by decreasing levels of ROS^15, 19, 20^. Among other actions, ATM phosphorylates the histone variant H2AX^6, 21^. Deletion of H2AX recapitulates features of ATM deletion including defective DNA repair, chromosomal abnormalities, immunodeficiency, and an increased risk of lymphoma^22, 23^. Combined germline inactivation of ATM and H2AX leads to early embryonic lethality, indicating that the two genes possess non-redundant functions in embryonic cells^24^. Whether H2AX impacts oxidative stress, the central nervous system, and related ATM functions is unclear.

Utilizing mice deleted for H2AX, we have defined functions for this histone in motor activity and balance (Fig. 1). In rotarod models, younger wild-type and mutant mice displayed similar baseline motor coordination, whereas in 4–5-month old animals the latency for H2AX mutants to fall was about half that of wild type. Wild-type mice improved their performance roughly 2-fold over four trials, but the mutants displayed no notable improvement (Fig. 1a). The impaired rotarod performance of the mutants was not associated with lack of strength, as the knockout mice were able to remain suspended upside down from a wire lid for the same duration as wild type.

**Fig. 1:**
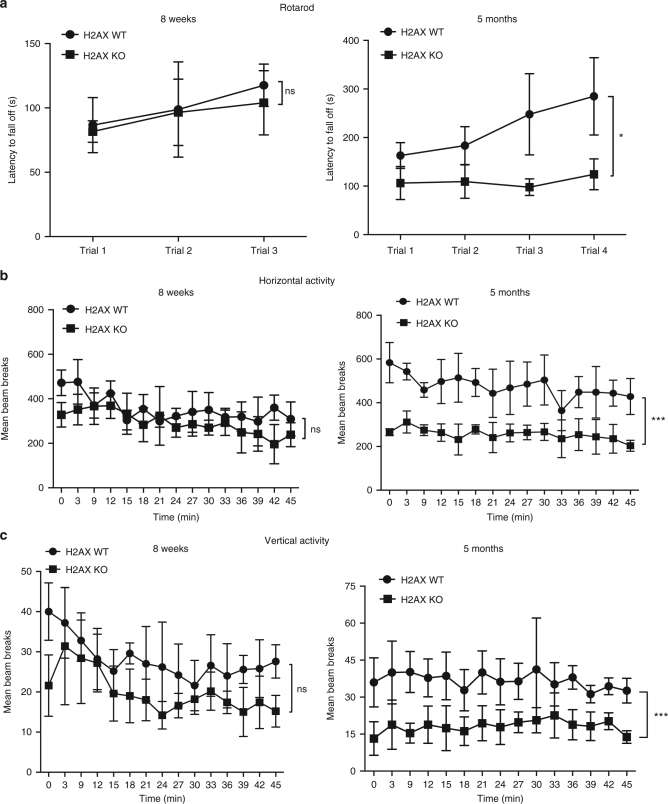
H2AX loss leads to impaired motor balance and general locomotor activity. **a** Rotarod tests reveal reduced motor coordination in H2AX knockout mice. Testing was conducted over 3 days with 2 days of training trials. Each mouse was then given three to four trials and latency to fall off the rotarod was measured as it accelerated from 4 to 40 rpm over a 5 min period; *y*-axis, the latency to fall off in seconds, *x*-axis, number of trials. Each trial value relates to the average of the latency to fall off (in sec) for the total number of animals used per genotype. Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test; *n* = 7 (means ± s.e.m.) for H2AX wild type, *n* = 8 (means ± s.e.m.) for H2AX knockout; *P < 0.05, ns non-significant (*P* = 0.8570). Left panel represents data for 8-week-old mice; right panel summarizes data for 5-month-old mice. **b** Open-field testing demonstrated that wild-type mice were significantly more active than H2AX knockout mice as measured by horizontal activity; *y*-axis, beam breaks, *x*-axis, 3 min intervals. Left panel represents data for 8-week-old mice; right panel summarizes data for 5-month-old mice. Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test; *n* = 7 (means ± s.e.m.) for H2AX wild type, *n* = 8 (means ± s.e.m.) for H2AX knockout; ***P < 0.0001, ns non-significant (*P* = 0.1311). **c** Measurement of the rearing activity in open-field testing demonstrated that wild-type mice were rearing more actively compared with the mutant mice; *y*-axis, beam breaks, *x*-axis, 3 min intervals. Left panel represents data for 8-week-old mice; right panel summarizes data for 5-month-old mice. Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test; *n* = 7 (means ± s.e.m.) for H2AX wild type, *n* = 8 (means ± s.e.m.) for H2AX knockout; ***P < 0.0001, ns non-significant (*P* = 0.5413). The same mice used for the rotarod analyses are utilized for the open field tests following the same time points (8 weeks and 5 months)

We monitored spontaneous locomotor activity in an open-field model (Fig.1b, c). Mice were placed in the center of the open field, and their movement around the arena (horizontal activity), as well as their rearing behavior (vertical activity) was assessed over a 45 min period (Fig. 1b, c). Three to five month old H2AX mutants exhibited decreases of about 50 % in both horizontal and vertical activities, defects resembling those reported for ATM mutants^11^.

### ROS mediate H2AX loss-induced neurobehavioral deficits

A number of neurologic disorders associated with defective DNA repair involve enhanced oxidative stress and/or deficits in repair of oxidative DNA lesions^1, 25^. Earlier we showed that the antioxidant N-acetylcysteine (NAC) relieves behavioral abnormalities associated with Huntington’s disease^26^, and others observed similar beneficial effects of NAC in AT mice^16, 20^. When we administered 20 mM of NAC to H2AX knockout mice in their drinking water from weaning until 4 months of age, the abnormalities of horizontal (Fig. 2a) or vertical activity (Fig. 2b) in the open field were partially reversed with negligible effects on motor balance (Fig. 2c). Wild-type mice treated with NAC did not show noticeable difference in behavior (Supplementary Fig. 1). These observations are in line with previous findings showing a lack of NAC effects on control mice when comparing several abnormalities induced by ATM deficiency including genomic instabilities^16^.

**Fig. 2:**
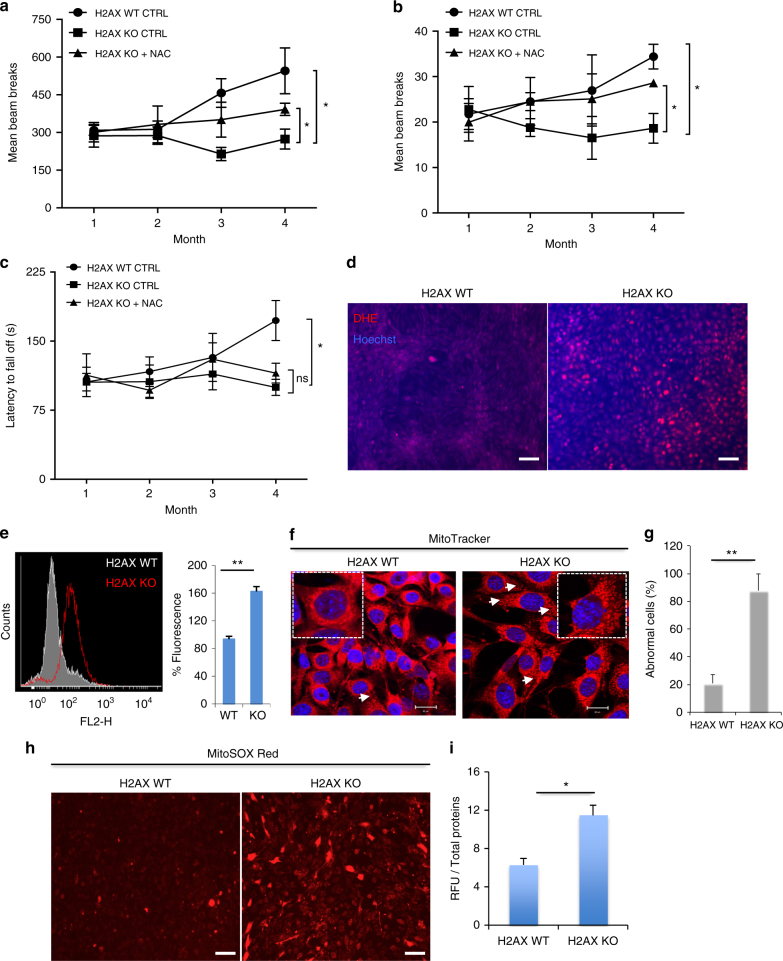
Oxidative stress is involved in H2AX loss-induced neurobehavioral deficits. **a**, **b** N-acetyl-cysteine (NAC) treatment prevents disturbed general motor activity. Open-field testing demonstrated that N-acetyl-cysteine (NAC 20 mM) significantly reduces impaired motor activity in H2AX knockout mice as measured by horizontal activity (**a**) or vertical activity (**b**), *y*-axis, number of beam breaks, *x*-axis, month. Data indicate the average of locomotor activity over 45 min each month. *n* = 5 (means ± s.e.m.) for H2AX wild type control group, *n* = 7 (means ± s.e.m.) for H2AX knockout control group, and *n* = 8 (means ± s.e.m.) for H2AX knockout treated with NAC. *P < 0.05. **c** Rotarod tests were also performed on mice used in **a**, **b**. Testing was conducted each month from weaning to 4 months, where each mouse was given three rounds of training, and latency to fall off the rotarod was measured at it accelerated from 4 to 40 rpm over 5 min; *y*-axis, the latency to fall off in seconds, *x*-axis, month. *n* = 5 (means ± s.e.m.) for H2AX wild type control group, *n* = 7 (means ± s.e.m.) for H2AX knockout control group, and *n* = 8 (means ± s.e.m.) for H2AX knockout treated with NAC. *P < 0.05, ns non-significant (*P* = 0.1482). **d**, **e** H2AX deletion leads to accrued ROS levels. Control cells (H2AX WT), as well as mutant mouse embryonic fibroblasts (H2AX KO) were incubated with dihydroethidium (DHE) and used for ROS detection by microscopy. Cells were counterstained using Hoechst (**d**). The raw DHE fluorescence was analyzed by flow cytometry (**e**), (Left, raw DHE fluorescence; right, quantification of the fluorescence mean). Data are means ± s.d.; *n* = 3. **P < 0.001. **f**, **g** Mitochondrial morphology was analyzed in both wild-type and H2AX mutants. Cells were stained with 500 nM MitoTracker and visualized on a Zeiss LSM 700 confocal laser scanning microscope; **f** representative image. When stained with the mitochondrial marker Mitotracker, the mitochondria in the H2AX KO cells appeared swollen and less filamentous than those in the control cells. The percentage of cells with these abnormalities is estimated in **g** and data are means ± s.d.; *n* = 3. **P < 0.001. **h** Representative images obtained by fluorescence microscopy of MitoSOX Red staining in control and H2AX mutant cells. Fluorescence intensity was quantified using Plate Reader (**i**), and data are means ± s.d.; *n* = 3, *P < 0.05. Scale bars: **d** and **h**, 100 μm. For all data, statistical significance was determined by a two-tailed, unpaired Student’s *t*-test

The beneficial effect of NAC implies some defects of the oxidative stress response in the mutant mice. We monitored oxidative stress in mouse embryonic fibroblasts (MEFs) quantifying ROS with dihydroethidium (DHE). H2AX deletion was associated with a 60% increase in ROS levels (Fig. 2d, e). When stained with the mitochondrial marker MitoTracker, the mitochondria in the H2AX mutant MEFs appeared swollen and less filamentous than those in control samples (Fig. 2f, g). These abnormalities are reminiscent of cells with disturbed mitochondrial morphology and activity. H2AX mutant cells exhibited substantially increased levels of mitochondrial ROS as revealed by the MitoSOX Red stains (Fig. 2h, i). These data indicate a role for H2AX in ROS deposition and are consistent with previous findings reporting depletion of H2AX upon chronic exposure to oxidative stress^27^. Considering the evidence that ATM phosphorylates H2AX in response to DNA damage, and that ATM deletion promotes accumulation of ROS, we explored the concomitant inactivation of ATM and H2AX. When treated with the ATM-specific inhibitor KU55933, H2AX-deficient cells produced about 40% more ROS, suggesting that the dual inactivation of H2AX and ATM is progressively more detrimental to a cell’s redox balance (Supplementary Fig. 2). These observations fit with evidence that combined ATM/H2AX deficiency causes embryonic lethality and substantial genomic instability^28^.

### H2AX deficiency impairs NRF2-regulated antioxidant response

We examined the sensitivity of H2AX-deficient cells to ROS. MEFs were treated with H_2_O_2_ and monitored for long-term cell survival using a clonogenic assay (Fig. 3a). H2AX mutant cells were substantially more sensitive to the lethal effects of H_2_O_2_ than wild-type cells. As H2AX is an essential mediator of DNA repair^6^, one might anticipate substantial sensitivity of H2AX-depleted cells to exogenous genotoxic oxidants like H_2_O_2_. To rule out this possibility cells were exposed to an endogenous ROS inducer, buthionine sulfoximine (BSO), a specific inhibitor of glutamate-cysteine ligase (GCLC), one of the key enzymes in the biosynthesis of glutathione. Ten micromolar of BSO reduced survival of wild-type cells about 25–30%. By contrast, survival of H2AX knockout cells was reduced about 80% (Fig. 3b), indicating an impaired antioxidant response. In summary, H2AX knockouts display increased sensitivity to oxidative stress.

**Fig. 3:**
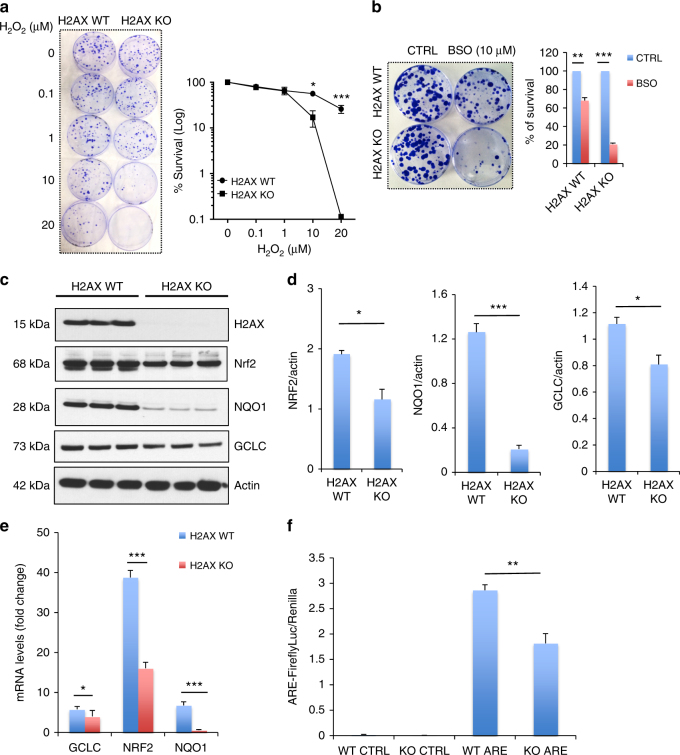
H2AX deficiency results in impaired NRF2-regulated antioxidant response. **a**, **b** Oxidants treatment elicits lower survival in mutant cells. Wild-type and H2AX knockout cells were treated with hydrogen peroxide (H_2_O_2_) (**a**) or 10 μM buthionine sulfoximine (BSO) (**b**), and cultured at 37 °C for 10 days. Colonies stained with Coomassie blue were counted for survival estimation. Data are means ± s.d.; *n* = 3. Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test. **P < 0.001, ***P < 0.0001. **c**, **d** H2AX deletion reduces the major antioxidant response protein NRF2 and its transcriptional targets GCLC and NQO1. Protein lysates from wild-type and H2AX knockout MEFs were processed for immunoblot detection of H2AX, NRF2, NQO1, GCLC. Actin was used as loading control. **c** Representative image and **d** right, quantification. Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test. Data are mean ± s.d.; *n* = 3, *P < 0.05, **P < 0.001. **e** Analysis of NRF2, NQO1, and GCLC transcript levels in wild-type and H2AX KO MEFs by real-time PCR. Expression values are relative fold change for gene transcripts normalized to GAPDH. Error bars represent s.e.m. (*n* = 3), *P < 0.05, ***P < 0.0001. **f** H2AX depletion reduces the promoter activity of the antioxidant response element (ARE) binding site for NRF2. Promoter activity was accessed by luciferase reporter assay in both control cells (WT) and H2AX mutant cells (KO). Error bars represent the s.e.m. (*n* = 3). Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test. **P < 0.001

To identify specific genes associated with oxidative metabolism that may be altered in H2AX mutants, we conducted a genome-wide differential gene expression analysis comparing H2AX-deficient and control MEFs. 

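RNA from mouse embryonic fibroblasts (MEFs) that were wild-type or lacked H2AX (knockout) was measured on Affymetrix Gene ST arrays, which read each transcript with a set of short probes along the gene, with 3 arrays of each genotype. The transcript of the targeted gene, H2ax (H2afx), was lower on each of the 3 knockout arrays than on each wild-type array. Its log2 value was 9.05 ± 0.12 (SD, n = 3) in wild-type cells and 7.71 ± 0.05 (SD, n = 3) in H2AX knockout cells. This is a log2 fold change of -1.34 (standard error 0.07, adjusted p = 5.8e-07 from limma). The probe set still gave signal in knockout cells, and the sources used here do not give where its probes lie relative to the deleted part of the gene. Atm, the kinase that phosphorylates H2AX, had a log2 fold change of 0.16 (adjusted p = 0.195 from limma, and adjusted p = 0.046 with array weights, which rest largely on knockout replicate 3). Among genes often used as references, Actb had a log2 fold change of -0.04 (adjusted p = 0.65 from limma), which turned to 0.015 after quantile normalization, and Hprt of 0.08 (adjusted p = 0.63), which turned to -0.026 without knockout replicate 1. Ppia had a log2 fold change of 0.07 (adjusted p = 0.39 from limma) and Tbp of 0.28 (adjusted p = 0.0051). B2m, the light chain of class I molecules and also a member of the antigen presentation list, fell by 0.73 on the log2 scale (adjusted p = 1.4e-05 from limma). The authors loaded the scanned arrays into Partek Genomics Suite and normalized them there, and the deposited values are log2 expression values of 35556 probe sets. The paper's text does not name the normalization method. The methods name the Mouse Gene 2.0 ST array, whereas the probe set identifiers are those of the Mouse Gene 1.0 ST array, whose annotation was used here. Of the probe sets, 21789 carried 1 gene symbol, 1621 carried several and were not assigned to a gene, and 12146 were not listed in that annotation. A gene with several probe sets was represented by the probe set with the highest mean over the 6 arrays, which gave 19938 genes. Knockout and wild-type values were compared gene by gene with limma, with Benjamini-Hochberg adjustment over all genes. A gene was counted as differentially expressed at an adjusted p under 0.05 and a fold-change over 2, the paper's thresholds, and a named gene or list member is called higher or lower, or said to have risen or fallen, at an adjusted p under 0.05. The legend of Supplementary Fig. 3 calls the replicates independent, but no source names separate cultures or embryos, so that p-values measure the spread between these arrays. The small number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.10.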

A heat map was generated by creating a list of genes involved in ROS metabolism from the 1295 differentially expressed genes, on the basis of their annotation in gene ontology. 

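H2AX knockout MEFs differed from wild-type MEFs in 1056 genes, of which 422 were higher and 634 were lower in knockout cells (limma, adjusted p under 0.05, fold-change over 2). Genes of oxidative metabolism, taken from lists written before the data were examined, changed in both directions. Some members, among them Selenop, Mgst3, Smox, Nox4 and Maoa, are also in Supplementary Table 1, which the paper chose on these arrays. Their changes are therefore not independent of the paper's list. Of 28 measured antioxidant enzymes outside the NRF2 target list, 11 were lower in H2AX knockout cells, 2 were higher and 15 did not pass the test. When adjusted over the list alone, 12 were lower and 3 were higher, and 4 were higher without knockout replicate 2. The lower members included Glrx, the cytosolic glutaredoxin, with a log2 fold change of -1.40 (standard error 0.08, adjusted p = 8.3e-07 from limma), and Msrb2, a mitochondrial methionine sulfoxide reductase, at -1.25 (standard error 0.11, adjusted p = 1.8e-05). The higher members were Msrb3, another methionine sulfoxide reductase, at 1.35 (standard error 0.08, adjusted p = 9.2e-07), and the glutathione transferase Gstt1 at 1.19 (standard error 0.08, adjusted p = 2.6e-06). Catalase (Cat) fell by 0.30 on the log2 scale (adjusted p = 0.020), and the superoxide dismutases Sod1 and Sod2 had log2 fold changes of -0.06 (adjusted p = 0.58) and 0.21 (adjusted p = 0.20). As a group, the antioxidant enzymes did not pass the test of a shift against all other genes (camera, adjusted p = 0.051, and adjusted p = 0.95 with an estimated correlation), which they passed without wild-type replicate 1 (adjusted p = 0.014) or without knockout replicate 1 (adjusted p = 0.038). They also passed it with the replicate number as a block (adjusted p = 0.0497), after quantile normalization (adjusted p = 0.039) or median centring (adjusted p = 0.029), without the 50% of genes with the lowest mean (adjusted p = 0.042) and with array weights (adjusted p = 0.030). Of 25 measured oxidases that produce ROS, 3 were higher, 3 were lower and 19 did not pass the test, with the same counts when adjusted over the list alone. The lower ones included Xdh, xanthine dehydrogenase, at a log2 fold change of -2.90 (standard error 0.09, adjusted p = 8.2e-09), and Smox, spermine oxidase. The higher ones included the NADPH oxidase Nox4 and the monoamine oxidase Maoa.
Of 34 measured complex I subunits, 10 were higher, 7 were lower and 17 did not pass the test (10 higher and 8 lower when adjusted over the list alone). The lower count was 3 without wild-type replicate 2 and 4 without knockout replicate 3. The extremes were Ndufv1 at a log2 fold change of 0.81 (adjusted p = 6.3e-05 from limma) and Ndufa3 at -0.47 (adjusted p = 0.0013). Among 33 other subunits of the chain and of ATP synthase, 7 were higher, 6 were lower and 20 did not pass, with the same counts when adjusted over the list alone. Of 23 genes of mitochondrial dynamics and biogenesis, 10 were higher, 3 were lower and 10 did not pass (11 higher and 3 lower when adjusted over the list alone). The count of higher genes was 6 without wild-type replicate 1 and 4 without knockout replicate 3, and that of lower genes was 5 without knockout replicate 1. Twnk, the mitochondrial DNA helicase, rose by 0.86 (adjusted p = 0.00021) and Ppargc1a, a coactivator of mitochondrial biogenesis, fell by 0.58 (adjusted p = 0.00045). Ppargc1a lay low on the array scale, at 5.43 in wild-type and 4.84 in knockout cells. With the unmoderated test of the methods, 7 complex I subunits were higher and 3 were lower. Of the other subunits, 2 were higher and 4 were lower, and of the genes of mitochondrial dynamics and biogenesis, 3 were higher and 3 were lower. In the same comparison, the Y-linked gene Kdm5d was lower in knockout cells, with a log2 fold change of -2.88 (adjusted p = 1.5e-08).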

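Among genes of ROS metabolism, the transcript of Nfe2l2, which encodes NRF2, and that of Nqo1, a quinone reductase transcribed under NRF2, were both lower in H2AX mutants. Nfe2l2 had a log2 value of 11.52 ± 0.06 (SD, n = 3) in wild-type cells and 10.24 ± 0.19 (SD, n = 3) in mutant cells, a log2 fold change of -1.27 (standard error 0.09, adjusted p = 4.1e-06 from limma) and a size of 2.42-fold. Nqo1 had a log2 value of 9.38 ± 0.09 (SD, n = 3) in wild-type cells and 7.97 ± 0.12 (SD, n = 3) in mutant cells, a log2 fold change of -1.40 (standard error 0.08, adjusted p = 6.4e-07 from limma) and a size of 2.65-fold. For both genes, each mutant array lay below each wild-type array. Of the 21 genes in Supplementary Table 1, 18 could be named through the annotation used here, and of these 11 were lower and 7 were higher in mutants, over all genes and when adjusted over the list alone. The paper chose this list on the same arrays, so that its direction is not independent evidence. The decreases were largest for Dgkk, a diacylglycerol kinase, with a log2 fold change of -3.03 (standard error 0.14, adjusted p = 1.6e-07), and for Aox1, aldehyde oxidase, at -2.35 (standard error 0.10, adjusted p = 1.1e-07). Smox fell by 1.28 on the log2 scale, Oxr1, an oxidation resistance gene, by 1.20, Srxn1, the sulfiredoxin that restores peroxiredoxins, by 1.09 and Selenop (Sepp1), a secreted selenoprotein, by 1.08, with adjusted p values between 4.5e-07 and 1.3e-05. Hao1 fell by 0.80, the cyclooxygenase Ptgs2 by 0.74 and the glutathione transferase Mgst3 by 0.63. Hao1 lay low on the array scale, at 4.85 in wild-type and 4.04 in mutant cells. Among the increases, Lox, which crosslinks collagen and elastin and releases hydrogen peroxide, rose by 1.85 (standard error 0.06, adjusted p = 1.3e-08) and Suox, sulfite oxidase, by 1.44 (standard error 0.07, adjusted p = 1.7e-07). Nox4 rose by 0.93, Maoa by 0.87, Aoc3 by 0.75, Scara3 by 0.70 and the complex I subunit Ndufs8 by 0.65. As a group the 18 genes did not pass the test of a shift against all other genes (camera, adjusted p = 0.074, and adjusted p = 0.95 with an estimated correlation), which they passed after median centring (adjusted p = 0.023) and without the 50% of genes with the lowest mean (adjusted p = 0.042). Of 10 genes of NRF2 regulation, 4 were lower, 2 were higher and 4 did not pass the test, with Nfe2l2 the only one past a fold-change of 2. When adjusted over the list alone, 5 were lower and 2 were higher. Without wild-type replicate 2, 2 were lower and 1 was higher, and 1 was higher without wild-type replicate 3 or knockout replicate 3. With the unmoderated test of the methods, 2 were lower and 2 were higher. Keap1, which targets NRF2 for degradation, had a log2 fold change of -0.03 (adjusted p = 0.79). In the same arrays, 20 of 37 measured Hox genes were lower in mutants. Of its 21 genes, the paper states that NRF2 and NQO1 appeared particularly relevant.

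**Figure D1:**
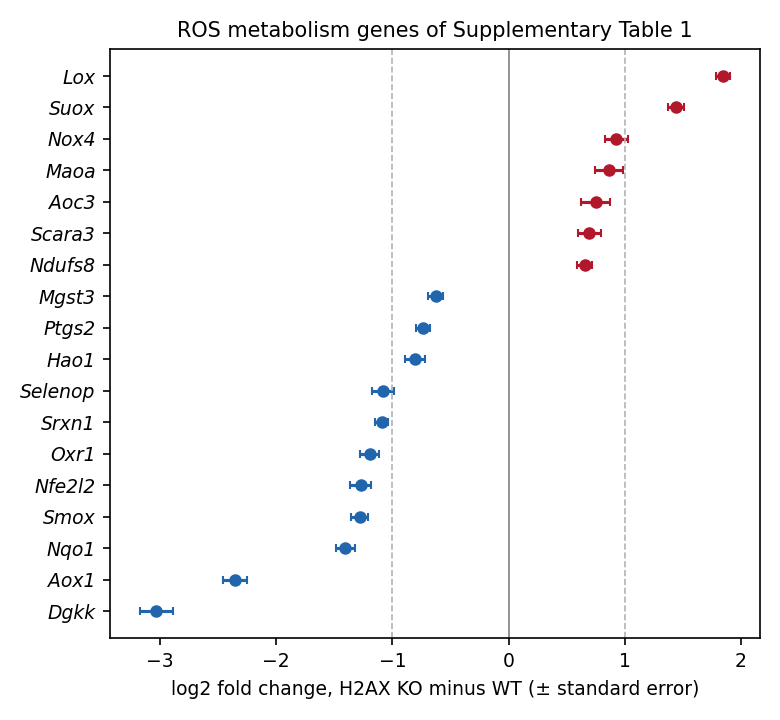
Log2 fold change of H2AX knockout minus wild-type MEFs on the x axis for the 18 genes of Supplementary Table 1 that could be named, with points for the estimates and bars for the standard error from limma. Dashed lines mark a fold-change of 2. The 11 lower genes lie between -3.03 for Dgkk and -0.63 for Mgst3, and the 7 higher genes between 0.65 for Ndufs8 and 1.85 for Lox.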

We identified 21 responsive genes of which NRF2 and its transcriptional target NQO1 appeared to be particularly relevant (Supplementary Fig. 3 and Supplementary Table 1). NRF2 is a transcription factor which mediates antioxidant responses^29^. Levels of NRF2 were reduced about 40% in the H2AX mutants, while NQO1 and GCLC, two major transcriptional targets of NRF2 that participate in detoxifying ROS, were reduced 75% and 35%, respectively (Fig. 3c, d). In addition, messenger RNA levels for GCLC, NRF2, and NQO1 were substantially lower in H2AX mutants (Fig. 3e). To further explore a role for NRF2, we measured the promoter activity of the antioxidant response element (ARE) binding site for NRF2, which was diminished by about 40% in the mutants (Fig. 3f).

To characterize the defective ROS response in H2AX knockout cells, we added BSO to their cultures to induce oxidative stress. Levels of the NRF2 targets NQO1 and GCLCs in the mutants were markedly diminished (Fig. 4a, b). Thus, H2AX loss impairs the ability of cells to activate antioxidant response genes after exposure to oxidants. H2AX mutant cells rescued by H2AX re-expression (REV: revertants) displayed a pattern for GCLC and NQO1 similar to those of wild-type preparations (Fig. 4c, d). Real-time PCR (RT-PCR) confirmed the re-expression of NQO1 and GCLC in revertant cells, further substantiating evidence that the promoter activity of NRF2-binding site was impaired in mutant cells (Supplementary Fig.  4a, b). This shows that the deficits we observed in the H2AX mutants were not the result of other unrelated differences between the wild type and mutants. One intriguing question is whether the DNA repair-associated motif of H2AX, a phosphorylatable S139 residue, is required for control of redox homeostasis. To test this possibility, we generated H2AX knockout cells expressing a mutant H2AX (H2AX S139A) that is unable to detect DNA damage. Our results indicate that activation of NRF2-transcriptional targets NQO1 and GCLC was impaired in H2AX mutants (S139A), just as in the H2AX-null cells (Supplementary Fig. 4c-f). These findings indicate that the DNA repair function of H2AX is essential for its role in redox homeostasis. Moreover, as a direct target of ATM in the DNA damage response pathway, H2AX also seems to phenocopy ATM functions in the proper handling of oxidative stress. However, the role of H2AX seems related more to the activation of the antioxidant response than to the direct sensing of ROS. How S139 phosphorylation controls the direct transcriptional regulation of NRF2 targets still remains unclear.

**Fig. 4:**
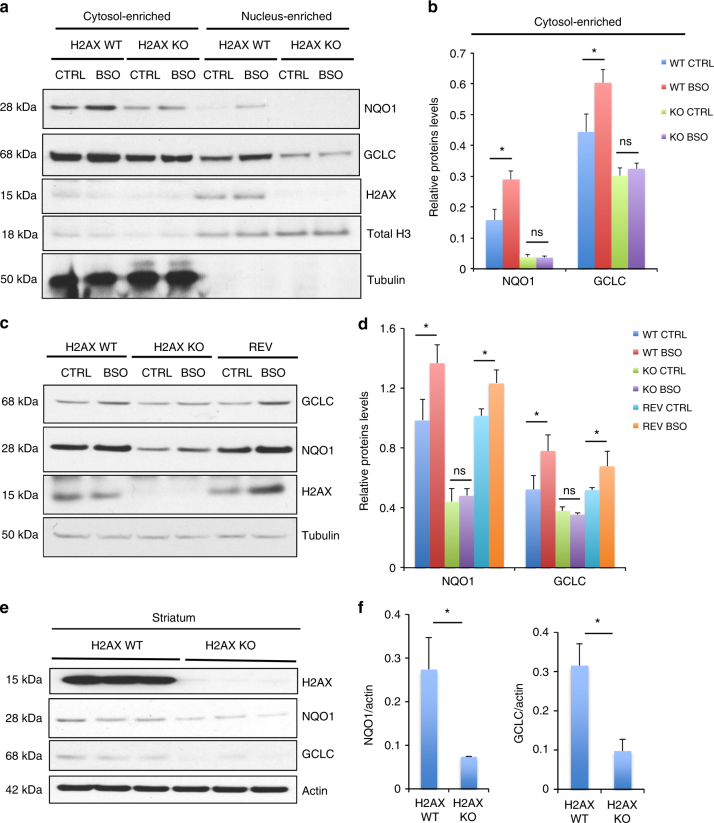
H2AX deficiency impairs re-expression of NRF2-transcriptional targets GCLC and NQO1 in response to oxidative stress. **a**, **b** BSO treatment results in impaired activation of NQO1 and GCLC expression in H2AX mutant cells. Immunoblot analysis of GCLC, NQO1, and H2AX in parental cells (H2AX WT) and H2AX knockout cells (H2AX KO) treated for 24 h with 2 mM buthionine sulfoximine (BSO) to induce endogenous oxidative stress. Both nuclear and cytosolic fractions were analyzed to gain insights into any differential changes in NRF2-transcriptional target expression. Data indicate that mutant cells failed to restore NQO1 and GCLC in response to oxidative stress in both cytosolic and nuclear fractions; **a** representative image and **b** quantification of the cytosolic fractions of NQO1 and GCLC. Similar trend was observed in the nuclear fractions. Error bars represent the s.e.m. (*n* = 3). Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test. *P < 0.05, ns non-significant (*P* = 0.8164 for NQO1 and 0.2783 for GCLC). **c**, **d** Immunoblot analysis of GCLC, NQO1, and H2AX in parental cells (H2AX WT), H2AX knockout cells (H2AX KO), and H2AX knockout cells in which H2AX expression was restored (Rescued), utilizing actin as a loading control. Cells were treated for 24 h with 2 mM BSO to elicit endogenous oxidative stress. **c** Representative image, **d** quantification. Error bars represent the s.e.m. (*n* = 3). Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test. *P < 0.05, ns non-significant (*P* = 0.5241 for NQO1 and 0.2069 for GCLC). **e**,** f** Immunoblot analysis of GCLC, NQO1, and H2AX in the striatum of both wild-type and mutant mice. **e** Representative image, **f** quantification. Error bars represent the s.e.m. (*n* = 3). Statistical significance was determined by a two-tailed, unpaired Student’s *t*-test. *P < 0.05

To assess the influence of H2AX deletion in intact animals, we examined the striatum, which is notably vulnerable to ROS damage^26, 30^. Both NQO1 and GCLC were substantially diminished in H2AX mutants (Fig. 4e, f). To analyze whether the reduced expression of NQO1 and GCLC is consistent with elevated ROS damage in the striatum, we monitored levels of global protein carbonylation in the striatum and in primary neurons from both wild type and H2AX knockout mice using method described in the Supplementary Note 1. Proteins are among the major targets of ROS whose oxidative modification often alters enzymatic activity^31^, DNA binding activities of transcription factors^32^, and susceptibility to proteolytic degradation^33^. H2AX deletion elicited a 30% increase of protein oxidation in the striatum (Supplementary Fig. 5a, b) and more than a 2-fold increase in primary neurons (Supplementary Figure 5c). Similar results were obtained in MEFs in which H2AX loss led to a 40% increase in ROS-mediated protein damage (Supplementary Fig. 5d). These oxidative lesions were partially mitigated in the brain by NAC, consistent with alleviation of neurobehavioral deficits by antioxidant treatment (Supplementary Fig. 5a, b). The elevated striatal protein damage paralleled our observations in H2AX-deficient mice of abnormal hindlimb clasping and clenching, characteristics which are reminiscent of mouse models with oxidative damage in areas such as the striatum (Supplementary Fig. 5e)^26^. Thus, multiple lines of evidence establish that H2AX deletion in mice interferes with NRF2-regulated antioxidant responses leading to oxidative stress and neurobehavioral deficits.

## Discussion

Defects in single genes classified as DNA repair genes often lead to severe neurologic disorders^25^, but the mechanistic basis of this connection has been obscure. Studies attempting to link DNA repair deficits to neurobehavioral deficits have been hindered by the lack of models that faithfully recapitulate human disease. In the current study, we explored how deletion of the DNA repair protein histone H2AX affects motor learning and coordination. For many years, the histone H2AX has been primarily seen as a gene of DNA repair^6^. We showed that histone H2AX regulates motor behavior, as well as responses to oxidative stress. Utilizing mice deleted for H2AX, we defined functions for this histone in motor activity and balance using motor tests such as rotarod and open field. Our findings indicate that mice deficient for H2AX exhibit reduced general locomotor activity and impaired motor balance. Mitigation of ROS with the generic antioxidant NAC reversed some of the behavioral deficits. This beneficial effect of the NAC implies defects in the proper response to oxidant-mediated damage in the mutant mice. To identify specific genes associated with oxidative metabolism that may be altered in H2AX mutants, we conducted a genome-wide screen of genes involved in ROS metabolism and found that the major antioxidant gene NRF2 and its transcriptional target NQO1 were particularly diminished in cells lacking H2AX. This finding suggests that H2AX helps maintain redox balance by regulating specific transcriptional targets. Recently, Gruosso et al. described a role for ROS-mediated regulation of H2AX turnover in cancer therapy^27^. It is accepted that the accumulation of ROS leads to increased genomic instability, facilitating response to chemotherapeutic agents^34, 35^. Gruosso et al. also demonstrated that chronic oxidative stress enhances interactions of H2AX with the E3 ubiquitin ligase RNF168, which in turn fosters H2AX protein degradation by the proteasome. These observations are relevant to persistent oxidative stress conditions such as aging and aggressive breast cancers^27^. Our finding that H2AX deficiency per se elicits excessive ROS may reflect a vicious cycle in which chronic oxidative stress leads to H2AX protein degradation, which in turn creates a deleterious environment of enhanced oxidative lesions. The impaired antioxidant response is particularly relevant in the striatum, a region in the brain that is highly sensitive to ROS-mediated damage^26^ and mediates motor learning^26, 36, 37^. Our findings that antioxidant treatment mitigates some of the neurobehavioral deficits and the ROS-mediated damages in the striatum, point to a role for H2AX-driven redox homeostasis in motor learning. On the other hand, treatment with the NAC did not seem to prevent the disturbed motor coordination observed in H2AX knockout mice evaluated in rotarod tests. Rotarod tests in mice have been widely used to illustrate impairment of motor coordination^11, 38^.

In summary, the present study demonstrates that H2AX, a histone and classic DNA repair protein, influences the brain and behavior. H2AX participates in the maintenance of redox balance in cells and it does this by regulating specific transcriptional targets. Heretofore H2AX has been studied primarily as an agent of DNA repair. The present study extends the role of this protein to the arena of oxidative stress, in which we demonstrate a major influence of H2AX. H2AX seems to mimic ATM’s role in redox homeostasis^13, 14^, but unlike ATM which directly senses ROS, H2AX regulates several components of the antioxidant response. One of the principal risk factors for several age-related neurological disorders is the concomitant dysfunction of mitochondrial activity which results in increased ROS and decreased capacity of the DNA repair machinery^39, 40^. Our findings that deficiency of the DNA repair histone H2AX leads to accumulation of mitochondrial-derived ROS and neurobehavioral deficits imply a key role for H2AX in aging and neurodegenerative diseases.

## Methods

### Cell culture

Mouse embryonic fibroblasts from both wild-type and H2AX mutant mice were obtained from the Developmental Therapeutics Branch, Laboratory of Molecular Pharmacology, National Cancer Institute, and National Institutes of Health. Cells were grown at 37 °C with 5% CO_2_ in DMEM (Invitrogen, Carlsbad, USA), supplemented with 10% Fetal Bovine Serum (FBS, Atlanta Biologicals, GA, USA). All media were supplemented with 2 mM glutamine, penicillin, and streptomycin (Invitrogen, Carlsbad, CA, USA).

### Animals

Mice were housed on a 12 h light-dark schedule and received food and water ad libitum. Dr. Nussenzweig (NCI/NIH) kindly provided the H2AX heterozygote mice. All animals were treated in accordance with the recommendations of the National Institutes of Health and approved by the Johns Hopkins University Committee on Animal Care. H2AX knockout mice offspring received 20 mM NAC in the drinking water starting from weaning.

### Motor tests

General locomotor activity in H2AX knockout mice was assessed by open field analysis (Photobeam Activity System; San Diego Instruments). Mice were placed in the center of an enclosed acrylic chamber and allowed to explore freely for 45 min. Photobeams tracked horizontal movements and rearing behavior in the *x* and *y* directions. Following open field studies, motor learning, and coordination were examined in H2AX-null mice by the rotarod test (Rotamex-5; Columbus Instruments). Testing was conducted over 3 days with 2 days of training trials. Each mouse was then given three to four trials and latency to fall off the rotarod was measured as it accelerated from 4 to 40 rpm over a 5 min period. Before the start of testing on the first 2 days, each mouse was given a habituation trial by being placed on the rotarod, which was rotating at a constant speed of 4 rpm for 10 min.

### Generation of cells expressing H2AX-WT (H2AX-rescued cells)

For retroviral infection, HEK 293T cells were used for virus packaging according to the manufacturer’s instructions. Briefly, retroviral constructs p-BABE-puro or pBABE-puro-H2AX-WT or pBABE-puro-H2AX-S139A, pVPack-VSVG and pVPack-GP were transfected into HEK 293T cells using Lipofectamine 2000 according to the manufacturer’s instructions. Viral particles were harvested at 48 h post-transfection. Cells were infected with virus for 48 h in the presence of DEAE-dextran (10 μg ml^−1^). Infected cells were either harvested for gene and protein expression analysis or selected to establish stable expression. For the plasmid pBABE-puro-H2AX construct, H2AX was amplified between *Bam*HI and *Eco*RI sites from pCR2.1 vector using the following primers: forward primer: 5′-GTCGGATCCATGTCGGGCCGCGG-3′ and reverse primer: 5′-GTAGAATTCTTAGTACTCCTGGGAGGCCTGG-3′. The PCR product was digested and subcloned into p-BABE-puro vector.

### Luciferase assay

The promoter luciferase reporter assay was performed as previously described^5^. Cells were seeded in triplicate into a 24-well plate and cultured for 24 h. The promoter reporter plasmid for ARE, which is the binding site for NRF2, and control plasmid were transfected into the cells using Lipofectamine 2000 reagent (Life Technologies; Grand Island, NY, USA). Luciferase activity was measured 24 h after transfection following the manufacturer’s instructions.

### Real-time PCR

Total RNA was extracted from cells using RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. Quality of RNA preparation, based on the 28S/18S ribosomal RNAs ratio, was assessed using the RNA 6000 Nano Lab-On-chip (Agilent Technologies, Palo Alto, CA, USA). Reverse transcription and RT-PCR were performed as previously described^41^. Oligonucleotides were pre-designed, validated and were considered to be proprietary information by Thermo Fisher Scientific. However, the assay IDs are available and are referenced as follow: NRF2 (Mm00477784_m1), NQO1 (Mm01253561_m1), GCLC (Mm00802655_m1).

### Clonogenic assay

Cell survival was assessed by colony formation assay. Cells were trypsinized and identical numbers of H2AX wild-type MEFs (H2AX WT) and H2AX knockout cells (H2AX KO) were plated on 35 mm dishes. Cells were treated with either hydrogen peroxide (H_2_O_2_) or with BSO. After 10 days of incubation, the colonies were fixed with methanol for 10 min, and then stained with Coomassie blue. Colonies with >50 cells were counted. Clonogenic survival curves were constructed from at least three independent experiments.

### Western blots

Cells were washed twice with PBS, solubilized in denaturing sample buffer and then subjected to SDS-PAGE. Proteins were electrotransferred to 0.2 µm Protran BA 83 nitrocellulose sheets (Invitrogen, Carlsbad, CA, USA) for immunodetection with the following primary antibodies: H2AX (1:2000; ab20669, Abcam, Cambridge, MA, USA); NRF2 (1:2000; MAB3925, R&D system, Minneapolis, MN, USA); NQO1 (1:3000; ab34173, Abcam, Cambridge, MA, USA); GCLC (1:2000; ab53179, Abcam, Cambridge, MA, USA). Immune complexes were detected with horseradish peroxidase coupled anti-rabbit or anti-mouse IgG antibodies (Amersham^TM^, GE Healthcare, Pittsburgh, PA, USA).

### ROS detection

Intracellular ROS measurements were performed using DHE. Briefly, cells were harvested and resuspended in 500 µL HBSS medium containing 10 µM DHE. Cells were then incubated for 30 min at 37 °C and used for analysis by flow cytometry (BD Biosciences, San Jose, CA, USA).

### Immunofluorescence confocal microscopy

Mouse embryonic fibroblasts were stained with 500 nM MitoTracker (Life Technologies; Grand Island, NY, USA) for 30 min. Cells were subsequently fixed with 3.7% paraformaldehyde for 15 min and permeabilized with 0.2% Triton X-100 for 5 min. The cells were washed three times with PBS, mounted with antifade reagent with DAPI, and visualized on a Zeiss LSM 700 confocal laser scanning microscope. MitoTracker fluorescent intensity was determined at 579-nm excitation and 599-nm emission.

Mitochondrial superoxide generation was assessed in live cells with MitoSOX Red (Life Technologies; Grand Island, NY, USA), a fluorogenic dye that is taken up by mitochondria, where it is readily oxidized by superoxide, but not by other ROS or reactive nitrogen species. Cells were loaded with 5 µM MitoSOX Red in phenol-free DMEM for 10 min at 37 °C. Cells were washed with warm buffer (HBSS). MitoSOX Red fluorescent intensity was determined at 510-nm excitation and 580-nm emission. Mean fluorescence was quantified using a microplate reader and total protein quantification was used to estimate the differential levels of ROS.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 7 software (GraphPad Software) and Microsoft Excel 2010. Parametric data were analyzed using a two-tailed *t*-test. A value of *P* < 0.05 was considered statistically significant. Data are presented as mean ± s.d.

### Data availability

For the microarray analysis, total RNAs from MEFs were extracted using RNeasy Mini Kit (Qiagen, Valencia, CA, USA) following manufacturer’s instructions. All RNAs were QC-tested and used at LMT/Affymetrix Group, NCI-Frederick, MD, to perform Affymetrix GeneChip mouse Gene 2.0 ST array (*n* = 3 for each group). Affymetrix Expression Console (EC) was used to generate CHP files from CEL files. Then, the CEL files were loaded into Partek Genomics Suite software, version 6.6 for normalization, and differential expression analysis. The NCBI/GEO accession number is GSE102548; and data are available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE102548. A one-way ANOVA was used to find statistically significant differentially expressed genes. There were 1295 distinct differentially regulated genes (fold-change > 2, FDR < 0.05). 

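Among the largest increases in H2AX knockout MEFs, Igsf10 rose by 4.71 on the log2 scale, Lrrc15 by 4.63, the sulfatase Sulf2 by 4.41, the growth factors Igf2 by 4.41 and Bmp4 by 4.35, Enpp5 by 4.18, and the matrix genes Postn and Col12a1 by 4.18 and 4.17. The BMP antagonist Chrdl1 and the cationic amino acid transporter Slc7a3 followed at 4.14 and 4.13. The adjusted p of these 10 genes from limma lay between 2.0e-10 and 2.2e-08. The largest decreases were in Nefl, the light neurofilament, at a log2 fold change of -6.40 (standard error 0.08, adjusted p = 1.7e-10), Slc14a1, a urea transporter, at -5.87, Gpr149 at -5.52, Trp53i11 at -5.37, Hoxc8 at -5.34, the protease Mcpt8 at -5.26, the secreted factor Stc1 at -5.22, Hoxc6 at -5.14, Iqgap2 at -4.95 and the matrix protease Mmp3 at -4.90. Each of the 1056 differentially expressed genes had no overlap between the 3 knockout and the 3 wild-type arrays, as did 8933 genes or 44.8% of all genes, where chance gives 10%. At an adjusted p under 0.05 without a fold threshold, 6666 genes changed, 3676 upward and 2990 downward.
Interferon-stimulated and antigen presentation genes were lower as a group in knockout cells. Of 28 measured members, 24 were lower and none was higher by limma, with the same counts when adjusted over the list alone and at an unadjusted p under 0.05, and 22 lower and none higher in the one-way ANOVA. Their median log2 fold change was -1.15 (camera, adjusted p = 1.5e-14, and adjusted p = 0.78 with an estimated correlation). Usp18 fell by 3.89, Ifit3 by 3.70, the DNA sensing adaptor Sting1 by 3.31 and Ifit1 had a log2 fold change of -3.17. Without knockout replicate 2, 1 member was higher. Hox genes, which specify position along the body axis, were also lower, with 20 of 37 measured members lower and none higher by limma (21 lower when adjusted over the list alone, 21 lower and 1 higher at an unadjusted p under 0.05, and 20 lower and none higher in the one-way ANOVA). Their median log2 fold change was -0.51 (camera, adjusted p = 1.8e-09, and adjusted p = 0.78 with an estimated correlation). Besides Hoxc8 and Hoxc6, Hoxc5 had a log2 fold change of -3.61, Hoxc9 of -2.21 and Hoxa5 of -2.00. When the 50% of genes with the lowest mean were left out, fewer members were tested, and 12 interferon genes and 12 Hox genes were lower. Smooth muscle and myofibroblast markers were higher, with 7 of 12 higher and none lower by limma, when adjusted over the list alone, at an unadjusted p under 0.05 and in the one-way ANOVA. Their median log2 fold change was 0.65 (camera, adjusted p = 0.00077, and adjusted p = 0.78 with an estimated correlation). Actg2 rose by 2.77, Cnn1 by 2.56, Tagln by 2.35 and Myl9 by 2.29. Of 42 measured genes of the extracellular matrix and its crosslinking, 15 were higher, 15 were lower and 12 did not pass the test, with the same counts when adjusted over the list alone. The matrix glycoprotein gene Tnc had a log2 fold change of -2.33 and the proteoglycan gene Dcn of -2.15. Of 16 fibroblast markers, 7 were higher and 6 were lower, with the same counts when adjusted over the list alone. Thy1, which also lies near H2ax on the same chromosome, rose by 4.03, Pdgfrb rose 3.26-fold and Fap fell by 2.57 on the log2 scale. Of 14 macrophage and leukocyte markers, 1 was higher, 1 was lower and 12 did not pass the test, and 1 was lower and none was higher when adjusted over the list alone, or without wild-type replicate 1 or 3 or knockout replicate 1 or 3. The Y-linked genes Eif2s3y and Uty had log2 fold changes of -4.04 and -3.73, and of the 4 measured members of the list of Y-linked genes and Xist, 3 were lower and none was higher by limma, when adjusted over the list alone, at an unadjusted p under 0.05 and in the one-way ANOVA. Low array values are compressed toward a floor, so that the folds of genes near it are understated.

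**Figure D2:**
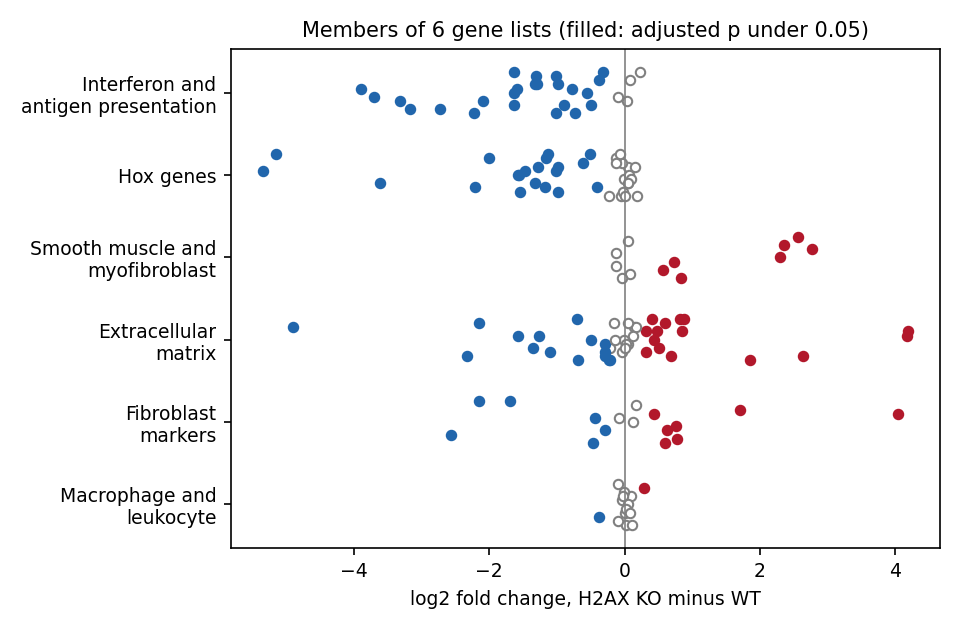
Log2 fold change of H2AX knockout minus wild-type MEFs on the x axis for each measured member of 6 gene lists, with 1 point per gene. Filled points passed an adjusted p under 0.05 from limma, red for higher and blue for lower, and open points did not. The filled points of the interferon list (24) and of the Hox list (20) all lie below 0, those of the smooth muscle list (7) all lie above 0, and matrix and fibroblast genes lie on both sides.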

Agglomerative hierarchical clustering (both genes and samples) was carried out in Partek using average linkage method and Euclidean dissimilarity measure for both rows and columns. A heatmap was generated summarizing differentially expressed genes involved in ROS metabolism.

All other remaining data are available within the Article and Supplementary Files, or available from the authors upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Histone H2AX deficiency causes neurobehavioral deficits and impaired redox homeostasis
**Source:** Nat Commun. 2018 Apr 18;9:1526. doi: 10.1038/s41467-018-03948-9

## **Supplementary Information**

### **Histone H2AX deficiency causes neurobehavioral deficits and impaired redox homeostasis**

Weyemi Urbain, Bindu D. Paul, Adele M. Snowman, Parthav Jailwala, Andre Nussenzweig, William M. Bonner, and Solomon H. Snyder.

## Supplementary Figures

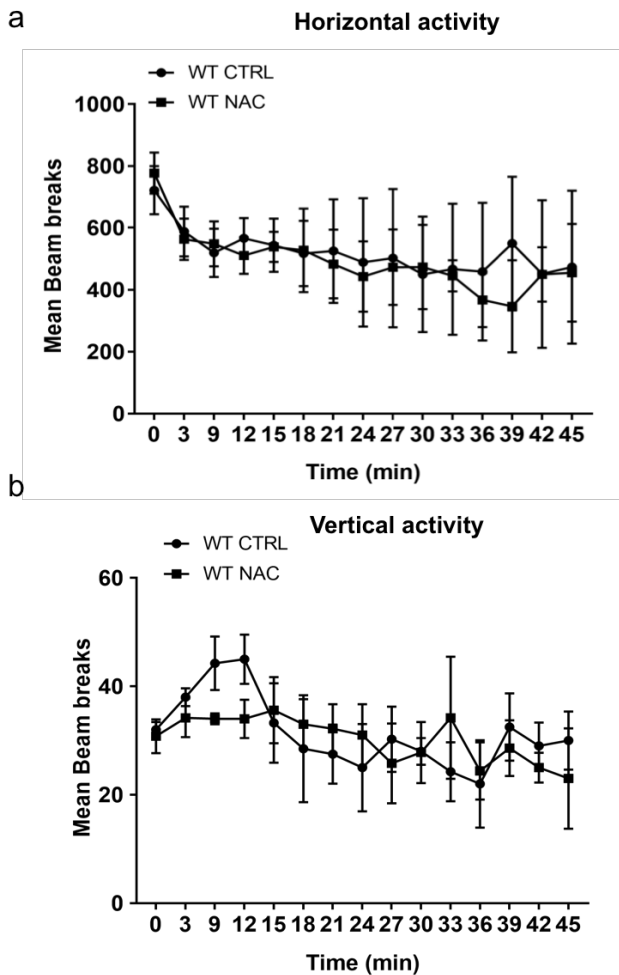

**Supplementary Figure 1: NAC treatment does not affect the general locomotor activity of wild type mice.** Open-field testing demonstrated that N-acetyl-cysteine (NAC 20 mM) has no effect on the general locomotor activity of H2AX wild type mice as measured by horizontal activity (**a**), or vertical activity (**b**); y-axis, beam breaks, x-axis, 3 min intervals. Data were recorded at the end of NAC treatment (4 months); n=5 (means  $\pm$  s.e.m.) for H2AX wild type control group; n=5 (means  $\pm$  s.e.m.) for H2AX wild type treated with NAC.

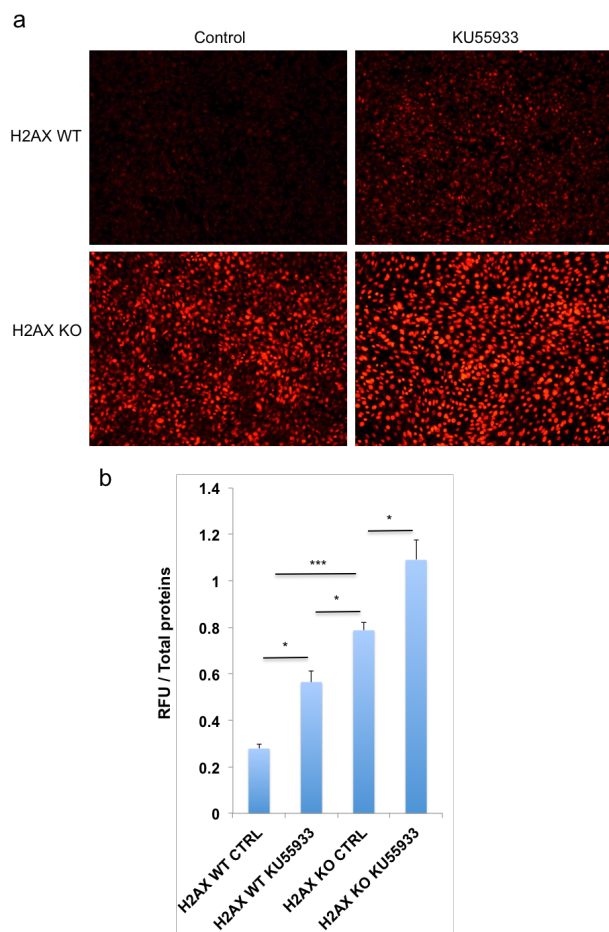

**Supplementary Figure 2:** Treatment of H2AX knockout cells with ATM specific inhibitor (KU55933) results in accrued ROS levels. **(a)** Inhibition of ATM activity was performed using treatment with KU55933. Cells were treated with 10  $\mu$ M of KU55933 for 24 hrs and stained with dihydroethidium (DHE). Control cells (H2AX WT) as well as mutant mouse embryonic fibroblasts (H2AX KO) treated with KU55933 or with DMSO (control), were incubated with DHE and used for ROS detection using microscopy. **(b)** Fluorescence intensity was quantified using a Plate Reader, and data are means  $\pm$  s.d.; n = 3. Statistical significance was determined by a two-tailed, unpaired Student's *t*-test, \**P* < 0.05, \*\*\**P* < 0.0001.

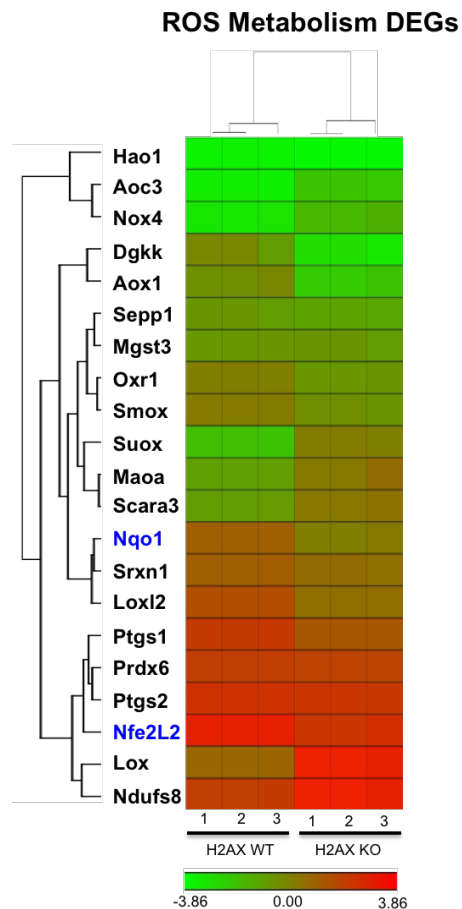

**Supplementary Figure 3: H2AX deletion promotes significant changes in the expression of ROS metabolism genes.** The Differential gene expression analysis comparing H2AX-deficient and control mouse embryonic fibroblasts was performed. A heat map was generated by creating a list of genes involved in reactive oxygen species (ROS) metabolism from the 1295 differentially expressed genes (DEGs), on the basis of their annotation in Gene Ontology. Agglomerative hierarchical clustering was carried out in Partek using average linkage method and Euclidean dissimilarity measure for both rows and columns. The heat map of the 21 Differentially Expressed Genes (DEGs) involved in ROS metabolism was generated. *NRF2* (*Nfe2L2*) and its major transcriptional target *NQO1* are significantly downregulated in H2AX mutant cells. Additional targets include *SRXN1*, *PTGS1*, *PTGS2* and *PRDX6*. The numbering refers to independent replicates for either control cells (WT) or H2AX mutant cells (KO).

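The arrays of each genotype grouped together over all probe sets. With the average linkage method and Euclidean distance over the 35556 probe sets, no array fell in the branch of the other genotype when the tree was divided into 2 branches. Euclidean distances between arrays of the same genotype lay between 33.2 and 47.7 log2 units, and those between a wild-type and an H2AX knockout array lay between 93.4 and 101.5. Pearson's r across probe sets was 0.993 to 0.996 within wild-type arrays, 0.993 to 0.997 within knockout arrays and 0.969 to 0.974 between genotypes. Probe sets are not independent replicates, and these coefficients describe the arrays only. The median SD of a gene was 0.080 over the wild-type arrays and 0.082 over the knockout arrays.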

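NRF2 target genes did not move together in H2AX knockout MEFs. Of 31 measured targets, 10 were lower, 10 were higher and 11 did not pass the test (11 lower and 11 higher when adjusted over the list alone). The lower ones were led by Aox1 and Nqo1, followed by Srxn1 and by Akr1b8, an aldo-keto reductase that fell by 0.98 on the log2 scale (standard error 0.06, adjusted p = 1.1e-06 from limma). The higher ones were led by Slc7a11, the cystine transporter that supplies cysteine for glutathione, which rose by 1.35 (standard error 0.08, adjusted p = 1.1e-06). Slc7a11 is also in the list of ATF4 and unfolded protein response genes. Of the 26 genes of that list, 13 were higher, Slc7a11 among them, and 8 were lower. Its rise can therefore not be assigned to NRF2 alone. The glutathione transferase Gsta4 rose by 0.94 (standard error 0.06, adjusted p = 2.7e-06), the heme oxygenase Hmox1 by 0.65 (standard error 0.08, adjusted p = 0.00019) and Gclm, the modifier subunit of glutamate-cysteine ligase, by 0.36 (standard error 0.08, adjusted p = 0.0074). Gclc, the catalytic subunit of the same ligase, had a log2 value of 9.33 ± 0.06 (SD, n = 3) in wild-type cells and 9.47 ± 0.02 (SD, n = 3) in knockout cells, a log2 fold change of 0.14 (standard error 0.06, adjusted p = 0.13 from limma, and adjusted p = 0.038 with array weights, which rest largely on knockout replicate 3). The median log2 fold change of the 31 targets was -0.01, and the list did not pass the test of a shift against all other genes (camera, adjusted p = 0.73, and adjusted p = 0.95 with an estimated correlation). In the same knockout arrays, 7 of 12 markers of smooth muscle and myofibroblasts were higher, with a mean log2 fold change of 1.00 over the 12 (camera, adjusted p = 0.78 with an estimated correlation).

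**Figure D3:**
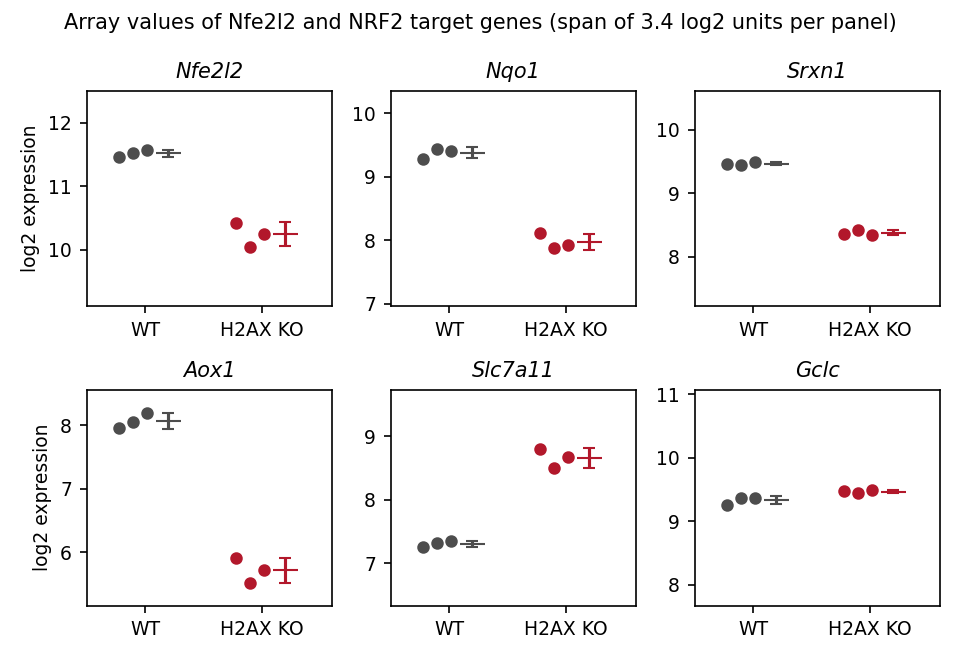
Log2 expression on the y axis for Nfe2l2 and 5 NRF2 target genes in wild-type and H2AX knockout MEFs. Each point is 1 array, with the mean and SD of the 3 arrays beside the points, and each panel spans the same range of log2 units. Nfe2l2, Nqo1, Srxn1 and Aox1 lie lower and Slc7a11 lies higher in knockout cells, whereas the Gclc means are 9.33 in wild-type and 9.47 in knockout cells.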

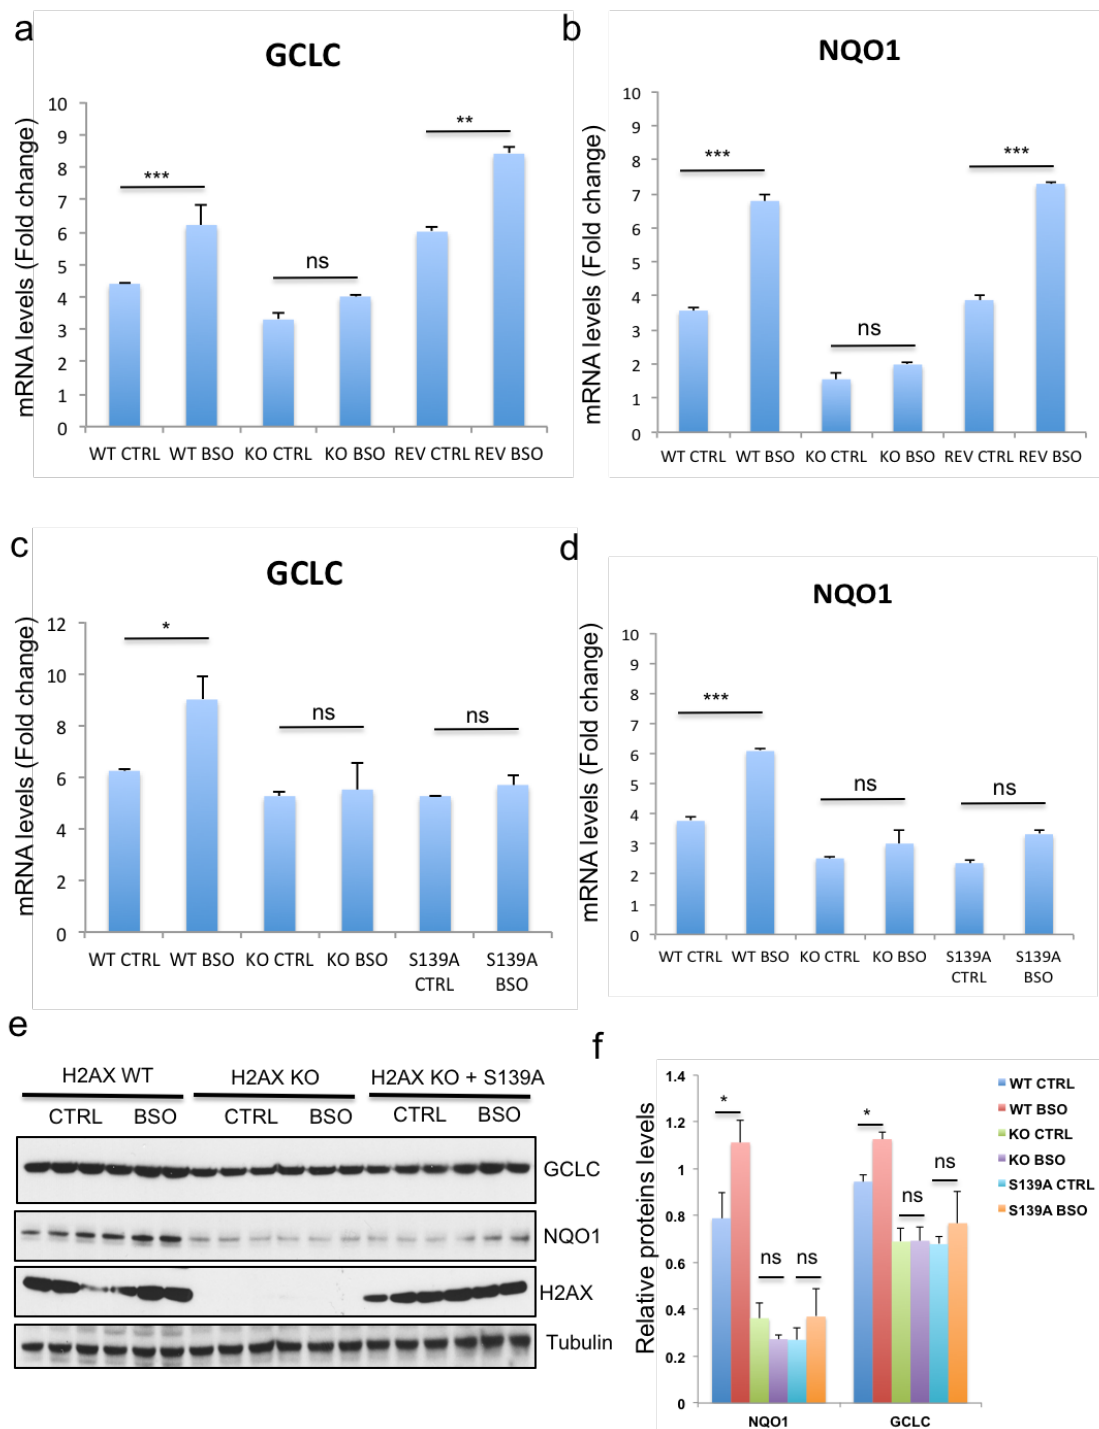

**Supplementary Figure 4: Ectopic expression of H2AX mutant (S139A) fails to restore NRF2-transcriptional targets GCLC and NQO1 in response to oxidative stress. (a,b)** Analysis of NQO1 and GCLC transcript levels by real time PCR in parental cells (WT), H2AX knockout cells (KO) and H2AX

knockout cells in which H2AX expression was restored (REV: revertants). Cells were treated for 24 hrs with 2 mM of BSO to promote endogenous oxidative stress. Expression values are relative fold change for gene transcripts normalized to GAPDH. Error bars represent s.e.m (n=3), \*\*P < 0.001, \*\*\*P < 0.0001, ns, non-significant (P = 0.0636 for GCLC and 0.0763 for NQO1). **(c,d)** BSO treatment results in impaired activation of NQO1 and GCLC transcripts in in H2AX knockout cells (KO), as well as in H2AX knockout cells in which an ectopic expression of a mutant H2AX (S139A) was performed. Analysis of NQO1 and GCLC transcript levels was performed by real time PCR. Expression values are relative fold change for gene transcripts normalized to GAPDH. Error bars represent s.e.m (n=3), \*P < 0.05, \*\*\*P < 0.0001, ns, non-significant (P = 0.8217 and 0.6738 for GCLC; and P = 0.3469 and 0.2031 for NQO1). **(e,f)** Immunoblot analysis of GCLC, NQO1 in parental cells (WT), in H2AX knockout cells (KO), as well as in H2AX knockout cells in which an ectopic expression of a mutant H2AX (S139A) was performed. Cells were treated for 24 hrs with 2 mM buthionine sulfoximine (BSO) to induce endogenous oxidative stress. **(e)**, representative image, **(f)**, quantification. Error bars represent the s.e.m. (n=3). Statistical significance was determined by a two-tailed, unpaired Student's *t*-test. \*P < 0.05, ns, non-significant (P = 0.0780 and 0.2535 for NQO1; and P = 0.9404 and 0.3181 for GCLC).

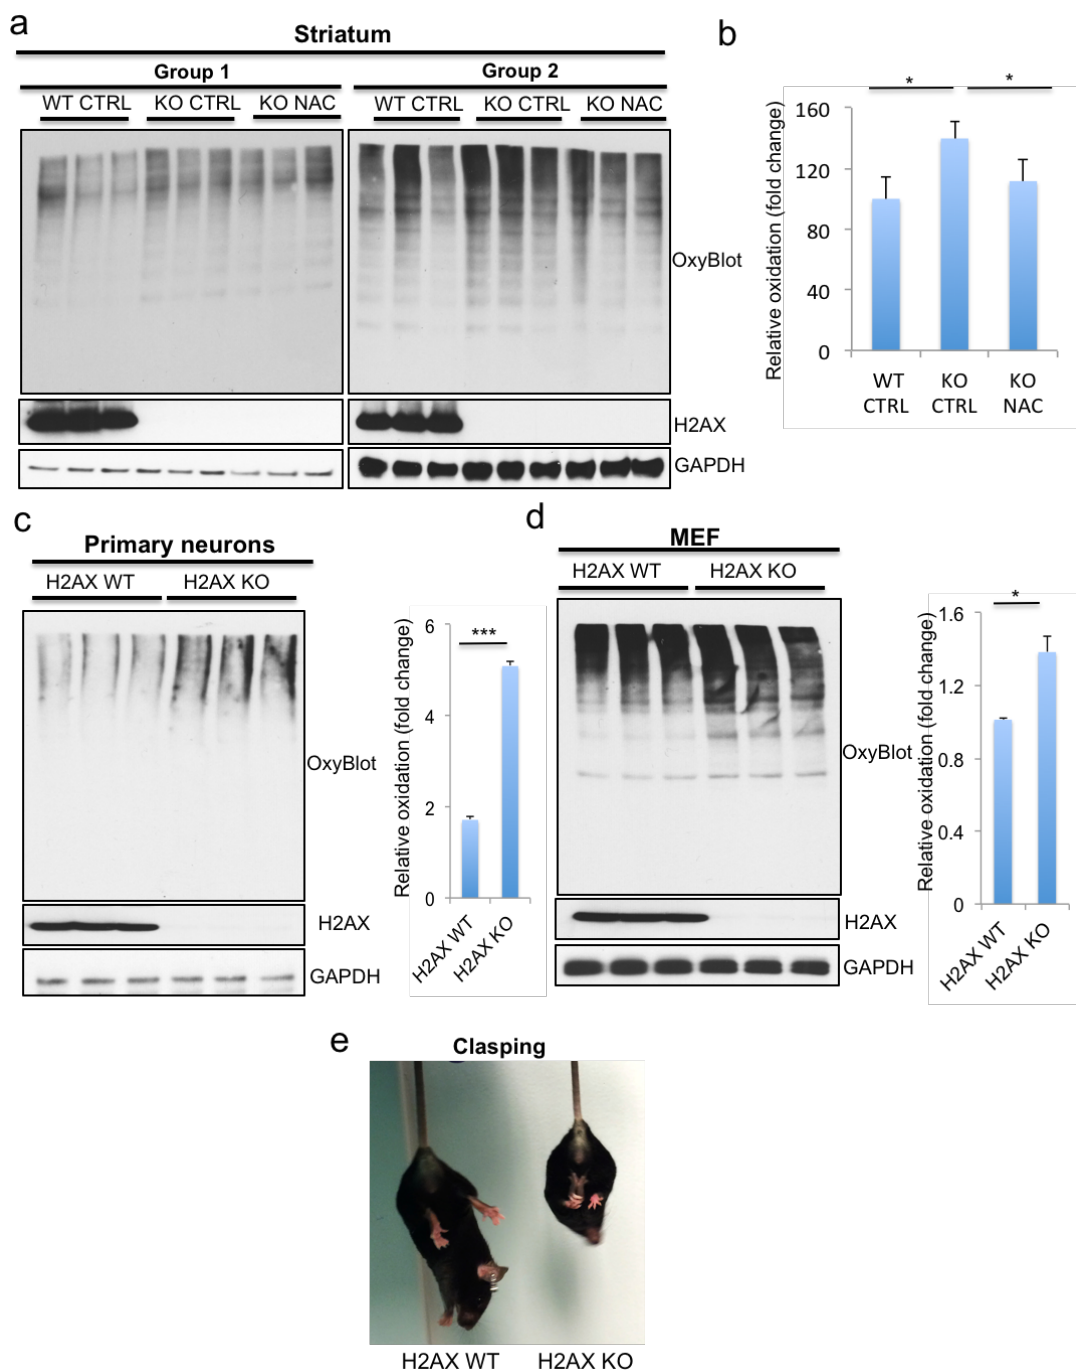

**Supplementary Figure 5: H2AX deletion induces elevated protein oxidation in the brain. (a)** Western blot analysis of protein carbonylation (OxyBlot™). H2AX knockout mice received N-acetyl-cysteine (NAC 20 mM) in their drinking water from the weaning up to 4 months. Protein lysates from the striatum were used to assess the global protein oxidation using the OxyBlot kit, as described above. **(b)** The

density of the bands shown in **(a)** was quantified using *Image J*. Error bars represent the s.e.m. ( $n=6$ ). Statistical significance was determined by a two-tailed, unpaired Student's *t*-test. \* $P < 0.05$ . **(c,d)** Western blot analysis of the levels of protein carbonylation (OxyBlot) in primary cortical neurons from both wild-type and H2AX knockout mice **(c)**; and in mouse embryonic fibroblasts **(d)**. The density of the bands in the left panels was quantified using *Image J*, and is shown in the right panels. Error bars represent the s.e.m. ( $n=3$ ). Statistical significance was determined by a two-tailed, unpaired Student's *t*-test. \* $P < 0.05$ , \*\*\* $P < 0.0001$ . **(e)** H2AX knockout mice show a limb-clasping phenotype, reminiscent of mouse models with oxidative lesions in brain regions such as the striatum. The limb-clasping phenotype was monitored, by suspending both wild type and H2AX knockout mice by their tail.

| Gene   | WT1     | WT2     | WT3     | KO1     | KO2     | KO3     | Gene assignment           | Refseq       | p-value(KO vs. WT) | Fold change (KO vs WT) | Fold change direction |
|--------|---------|---------|---------|---------|---------|---------|---------------------------|--------------|--------------------|------------------------|-----------------------|
| Aox1   | 7.95816 | 8.04442 | 8.19984 | 5.90982 | 5.51737 | 5.51737 | NM_009676 // Aox1 //      | NM_009676    | 0.000061259        | -5.10056               | KO down vs WT         |
| Ptgs2  | 10.871  | 10.871  | 10.8441 | 10.1055 | 10.0552 | 10.0552 | NM_011198 // Ptgs2 //     | NM_011198    | 2.52178E-05        | -1.66562               | KO down vs WT         |
| Prdx6  | 10.4662 | 10.4662 | 10.4535 | 9.67968 | 9.66086 | 9.66086 | NM_001303408 // Prdx6 //  | NM_001303408 | 6.28676E-06        | -1.70109               | KO down vs WT         |
| Mgst3  | 7.73838 | 7.73838 | 7.76255 | 7.05016 | 7.18881 | 7.18881 | NM_025569 // Mgst3 //     | NM_025569    | 0.000103607        | -1.54492               | KO down vs WT         |
| Suox   | 6.57583 | 6.57583 | 6.42575 | 7.91919 | 7.9278  | 7.9278  | NM_173733 // Suox //      | NM_173733    | 1.56767E-05        | 2.71311                | KO up vs WT           |
| Aoc3   | 5.13915 | 5.13915 | 5.04451 | 5.71832 | 5.74803 | 5.74803 | NM_009675 // Aoc3 //      | NM_009675    | 0.0114477          | 1.68145                | KO up vs WT           |
| Loxl2  | 9.96504 | 9.96504 | 9.95023 | 8.48862 | 8.32839 | 8.32839 | NM_033325 // Loxl2 //     | NM_033325    | 0.00027385         | -2.67578               | KO down vs WT         |
| Scara3 | 7.60871 | 7.60871 | 7.62882 | 8.32333 | 8.04784 | 8.04784 | NM_172604 // Scara3 //    | NM_172604    | 0.00457276         | 1.62003                | KO up vs WT           |
| Sepp1  | 7.78013 | 7.78013 | 7.58438 | 6.72981 | 6.71583 | 6.71583 | NM_001042613 // Sepp1 //  | NM_001042613 | 0.000649604        | -2.11192               | KO down vs WT         |
| Oxr1   | 8.51115 | 8.51115 | 8.45497 | 7.25635 | 7.1123  | 7.1123  | NM_001130163 // Oxr1 //   | NM_001130163 | 0.00017613         | -2.29049               | KO down vs WT         |
| Lox    | 9.23557 | 9.23557 | 9.24902 | 11.0317 | 11.1103 | 11.1103 | NM_001286181 // Lox //    | NM_001286181 | 2.61438E-07        | 3.59917                | KO up vs WT           |
| Ndufs8 | 10.4616 | 10.4616 | 10.5034 | 11.0596 | 11.1819 | 11.1819 | NM_001271443 // Ndufs8 // | NM_001271443 | 0.000289796        | 1.57283                | KO up vs WT           |
| Ptgs1  | 10.5786 | 10.5786 | 10.5973 | 9.17309 | 9.0507  | 9.0507  | NM_008969 // Ptgs1 //     | NM_008969    | 8.01757E-06        | -2.7008                | KO down vs WT         |
| Smox   | 8.61892 | 8.61892 | 8.5557  | 7.23115 | 7.37811 | 7.37811 | NM_001177833 // Smox //   | NM_001177833 | 6.58912E-05        | -2.42915               | KO down vs WT         |
| Srxn1  | 9.44279 | 9.44279 | 9.48828 | 8.35734 | 8.41631 | 8.41631 | NM_029688 // Srxn1 //     | NM_029688    | 2.05322E-06        | -2.13369               | KO down vs WT         |
| Hao1   | 4.96866 | 4.96866 | 4.89561 | 4.06979 | 3.97513 | 3.97513 | NM_010403 // Hao1 //      | NM_010403    | 0.00103959         | -1.74685               | KO down vs WT         |
| Nox4   | 5.32757 | 5.32757 | 5.39799 | 6.46798 | 6.09464 | 6.09464 | NM_001285833 // Nox4 //   | NM_001285833 | 0.00161787         | 1.90102                | KO up vs WT           |
| Dgkk   | 8.22537 | 8.22537 | 7.58762 | 4.74782 | 4.99849 | 4.99849 | NM_177914 // Dgkk //      | NM_177914    | 0.000107842        | -8.17933               | KO down vs WT         |
| Maoa   | 7.51283 | 7.51283 | 7.52545 | 8.4975  | 8.03871 | 8.03871 | NM_173740 // Maoa //      | NM_173740    | 0.00536322         | 1.82158                | KO up vs WT           |
| Nfe2L2 | 11.5284 | 11.5284 | 11.5671 | 10.4251 | 10.0493 | 10.0493 | NM_010902 // Nfe2L2 //    | NM_010902    | 0.000358145        | -2.41806               | KO down vs WT         |
| Nqo1   | 9.44264 | 9.44264 | 9.41133 | 8.11191 | 7.87799 | 7.87799 | NM_008706 // Nqo1 //      | NM_008706    | 8.28384E-05        | -2.64686               | KO down vs WT         |

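Supplementary Table 1 has, for each gene, 6 columns of log2 expression values, headed as 3 wild-type and 3 H2AX knockout arrays, with a fold change and a p-value. Of these columns, 4 match the deposited values in all 21 genes. A negative fold stands for a gene that was lower in knockout cells, and the size of the fold is 2 raised to the difference between the group means of the deposited log2 values. By their values in these 4 columns, each of the 21 genes was matched to a single probe set of the deposited values (to within 1e-04). All 21 probe sets passed an adjusted p under 0.05 in limma over all probe sets, 14 lower and 7 higher in knockout cells, and 12 of them also passed a fold-change of 2. Dgkk had the largest change, from a log2 value of 7.92 ± 0.32 (SD, n = 3) in wild-type to 4.89 ± 0.13 (SD, n = 3) in knockout cells. Mgst3 had the smallest change among the genes that could be named, from 7.75 ± 0.01 (SD, n = 3) to 7.12 ± 0.07 (SD, n = 3). The remaining 3 genes of the table, Loxl2, Ptgs1 and Prdx6, lie on probe sets that carry several symbols or are not listed in the annotation used here, and their values are not analysed here gene by gene.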

**Supplementary Table 1: List of the genes shown in the heat map summarizing differential expression of genes involved in ROS metabolism.** Genome-wide expression analysis comparing H2AX-deficient and control mouse embryonic fibroblasts was performed. The list of genes involved in ROS metabolism was created using their annotation in Gene Ontology.

## Supplementary Note 1

### *Protein carbonyl assay (OxyBlot™ analyses)*

Protein carbonyls were assayed by Western blot analysis in mouse embryonic fibroblasts (MEFs), primary cortical neurons and the striatum from both wild type and H2AX knockout mice, according to the manufacturer's instructions (OxyBlot™ Protein Oxidation Detection Kit (S7150); Millipore Corporation, USA). Briefly, 15 µg proteins were reacted with 2,4 dinitrophenylhydrazine and western blotted using a primary antibody specific to dinitrophenylhydrazone-derivatized residues (OxyBlot™) and a secondary antibody (OxyBlot™). Protein carbonyls were visualized by enhanced chemiluminescence and quantified by densitometry. The density of the bands was quantified using *Image J* (Java-based image processing program developed at the National Institutes of Health). GAPDH was used as a loading/internal control.

### Uncropped immunoblot images

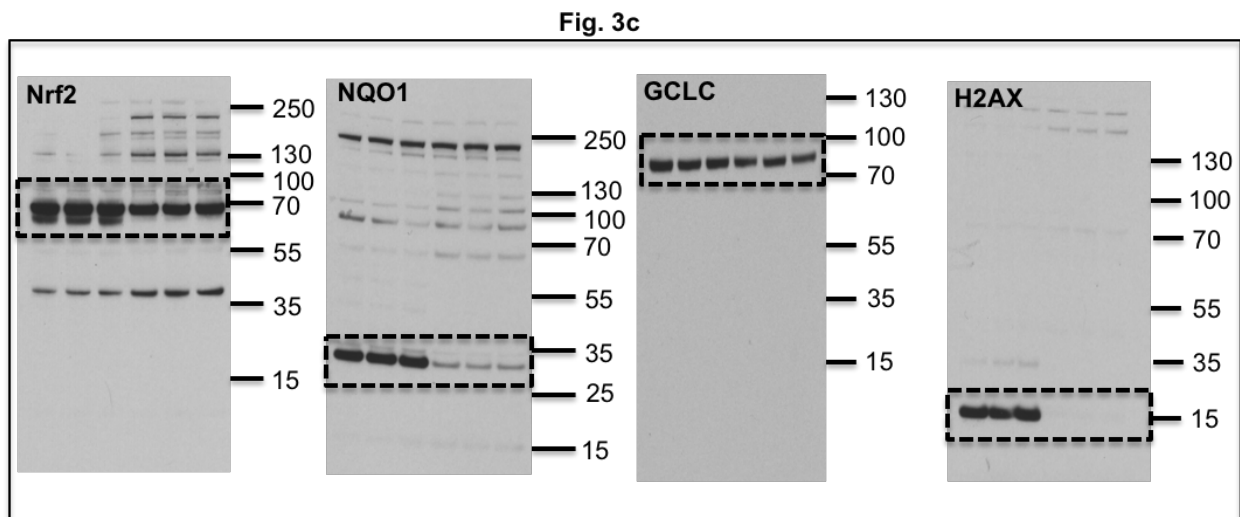

Fig. 4a

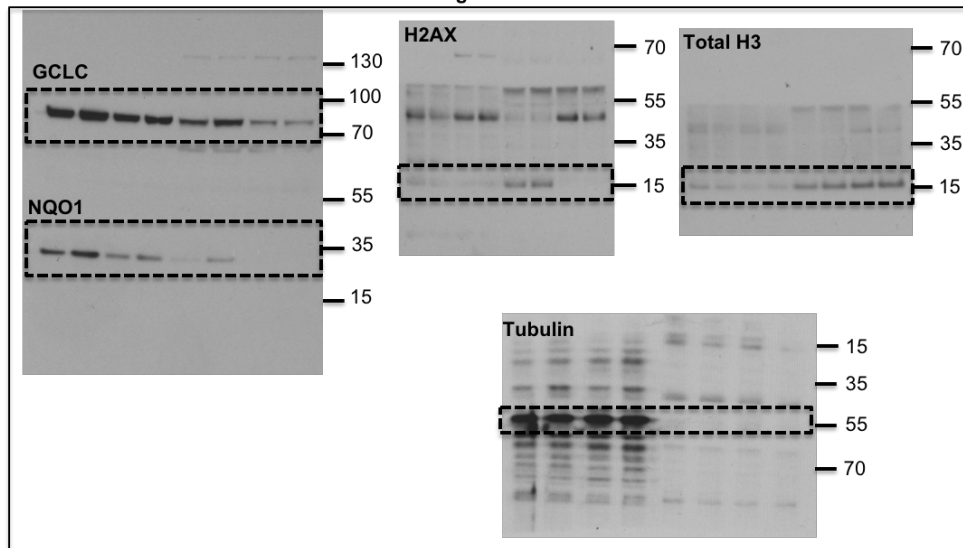

Fig. 4c

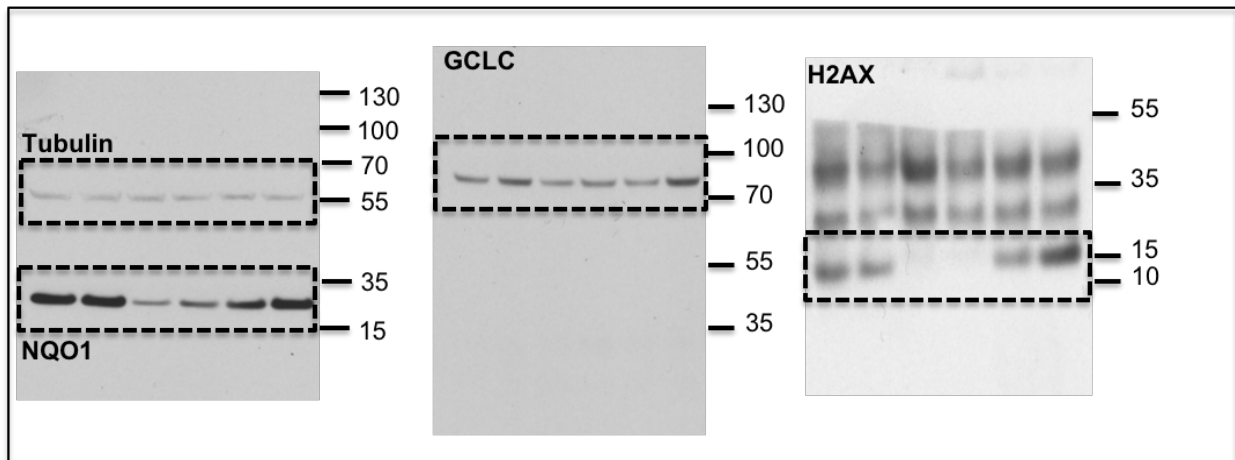

Fig. 4e

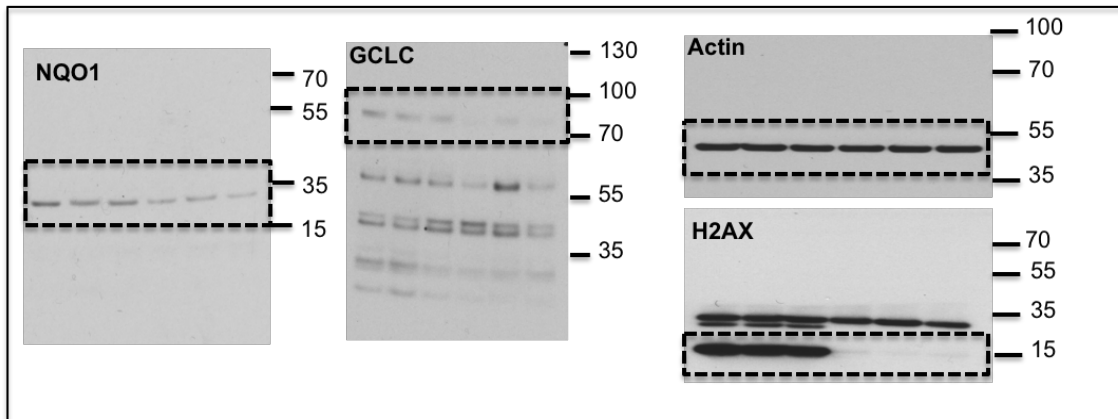

Supplementary Figure 4e

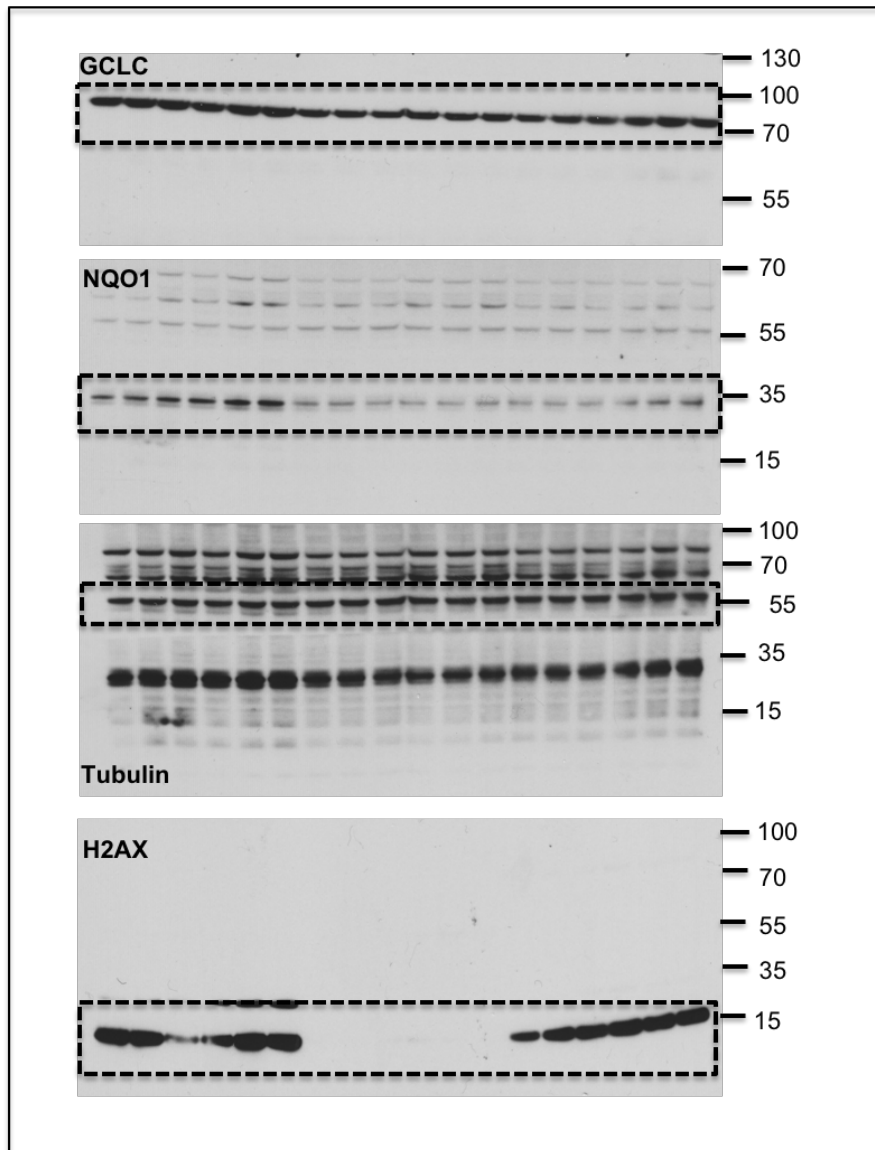

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

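Gene expression was measured in RNA from mouse embryonic fibroblasts (MEFs) that were wild-type or lacked H2AX, on 6 Affymetrix Mouse Gene ST arrays, 3 of each genotype. Samples were assigned to genotype and replicate by the submitters' labels, which match the groups in the paper's methods. According to the paper and the submitters' processing notes, the authors made CHP files from the scanned arrays with Affymetrix Expression Console and normalized the arrays in Partek (version 6.6). The deposited values are log2 expression values of 35556 probe sets, with array medians between 6.06 and 6.12 and single values between 2.94 and 13.7. The background correction, normalization and summarization methods are not given in the sources used here. Since these steps were the authors', the values compared here already include them, and a difference between genotypes in total RNA per cell cannot be seen in them.

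Probe sets were named through the annotation of the Mouse Gene 1.0 ST array, the array to which the deposited identifiers belong, although the methods name version 2.0. Of 23410 listed probe sets, 21789 carried 1 gene symbol and 1621 carried several. The latter, and the 12146 probe sets that are not listed, were left out of tests on genes. Symbols were updated through the gene identifiers of a RefSeq gene table of assembly GRCm38.p6, in which 21698 of the probe sets with 1 symbol had a match. The deposited values name no genome build, so that the table was used for symbols and for the chromosome, order and neighbourhood of genes, and no coordinates are given. For 999 genes with more than 1 probe set, the probe set with the highest mean over all arrays was taken, which gave 19938 genes.

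H2AX knockout arrays were compared with wild-type arrays with limma (version 3.58.1, in R version 4.3.3), as lmFit and eBayes on the deposited log2 values without covariates, with Benjamini-Hochberg adjustment over all genes. Genes were called at an adjusted p under 0.05 and a fold-change over 2, the thresholds of the paper, and also at the adjusted p alone. Of 29 lists of genes fixed in advance, members were counted as higher or lower at an adjusted p under 0.05, and the 28 lists with at least 5 measured members were tested for a shift against all other genes with camera at a preset inter-gene correlation of 0.01. Of these, 3 passed, and none passed with an estimated correlation, nor at an unadjusted p under 0.05. The test fry, which asks whether a list moves on balance in a direction without comparing it with other genes, was passed by 17 lists. The list drawn from Supplementary Table 1 was chosen by the study on these arrays. Chromosomes were tested with camera in the same way.

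Named genes were chosen by a rule set in advance: the genes the paper names for these cells (values in Supplementary Table 1 had then been seen), the 10 largest rises and 10 largest falls among called genes without overlap between genotypes, leaving out predicted genes, gene models without a name and small RNAs, the 2 largest rises and the 2 largest falls at an adjusted p under 0.05 in each list, and a set of reference genes. Other list members named in the text were chosen after their values were seen. Of the genes in this rule, Gapdh, Loxl2, Prdx6 and Ptgs1 had no probe set with a single symbol in this annotation and are not analysed here as genes.

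The comparison was tested on simulated data drawn from the gene means and spreads of these arrays, with 200 of 19938 genes changed. Of 100 genes changed by 1.5 on the log2 scale, 99% were recovered, and of 100 genes changed by 0.5, 64% were recovered, with 5 false calls. In the real comparison 6666 genes passed, and the adjustment is stricter where fewer genes change. These shares and false calls therefore describe the simulated data and not the real comparison. Replicate numbers were checked for pairing before the blocked result was compared, and they did not pair the arrays. No 2 arrays of a genotype held the same values, with at most 0.087% of probe sets identical between them.

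The alternatives were the replicate number as a block, leaving out each array in turn, the methods' one-way ANOVA without moderation of the variance, a variance prior with trend and robust estimation, quantile normalization, median centring, leaving out the 50% of genes with the lowest mean, the mean of a gene's probe sets, array weights, a fold-change over 1.5, all probe sets in place of genes, and, for lists, an estimated correlation and fry. For array weights, the estimation stopped before its convergence tolerance was reached, and knockout replicate 3 had a weight of 6.17 against 0.36 to 1.60 for the other arrays, so that calls with array weights rest largely on that array. An estimated correlation for chromosomes and counts without the genes of chromosomes 8 and Y were added after the data were seen. The precision of each value is limited by the number of arrays. The protein, promoter, survival and animal experiments of the paper are not analysed here.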

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

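Gene groups outside those the paper discusses differed between H2AX knockout and wild-type arrays, and the explanations below were tested only after the differences had been seen, except the test of anterior transcription factors, whose members were not looked up before it was written, though its theme was chosen after the largest changes had been seen. Interferon-stimulated and antigen presentation genes had a median log2 fold change of -1.15, Hox genes of -0.51, the list of Y-linked genes and Xist of -3.30, smooth muscle and myofibroblast markers of 0.65, and the genes of chromosome 8 (by the GRCm38.p6 gene table) of 0.18. The interferon, Hox and smooth muscle lists passed camera at its preset correlation, but not with an estimated one (adjusted p = 0.78 for each). None of the 28 lists passed with an estimated correlation, which may lack power with 3 arrays of each genotype. Groups of 3 arrays give little power to find single outlying arrays. As a weak check, each array was left out in turn, and the interferon, Hox and smooth muscle lists passed camera at its preset correlation each time.

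Of the 28 interferon and antigen presentation genes, 24 were lower in knockout cells. Leukocytes in the wild-type cultures, which express many of these genes, are argued against by the median log2 fold change of the leukocyte markers, 0.015. Of these 14 markers, 12 did not pass the test. Cd14 fell by 0.38, the direction this explanation predicts, and Cd68 rose by 0.29. Csf1r was at 5.18 and 5.24 and Lyz2 at 4.31 and 4.41 in wild-type and knockout arrays, low on the scale, where folds are compressed. A shift of the whole array scale left in these already normalized values is argued against by the median log2 fold change of all genes, 0.020. Quantile normalization is a weak test here, since it changed little. The median of all genes was then 0.032 and that of the interferon list -1.13. Loss of H2AX and another difference between the wild-type and knockout cells stay open and cannot be told apart here. The sources do not name the lines or embryos behind the arrays of each genotype. No array holds the revertant cells of the paper, in which H2AX was expressed again.

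Of 37 Hox genes, 20, all of the A, B and C clusters, were lower in knockout cells, as were 3 Y-linked genes. A KO line from an XX embryo with an active Xist is argued against by Xist, whose log2 value was 4.53 in wild-type and 4.56 in knockout arrays (log2 fold change 0.03, standard error 0.07), so that a male line that lost its Y chromosome or a line with a single X stay untested. A shift of the whole array scale left in these values is argued against by the median log2 fold change of all genes, 0.020. The Hox median after quantile normalization was -0.49, a weak test, since the arrays were already normalized and the step changed little. That the wild-type and knockout cells come from different body regions of the embryo is a candidate explanation. Of 21 measured transcription factors of anterior and craniofacial mesenchyme, 12 were higher and 4 were lower in knockout cells. The two-sided permutation p was 0.0010 against random genes, which are not independent. Among the 12 higher ones, Dlx6 had a log2 fold change of 2.37, Emx2 of 2.07 and Pitx1 of 1.97. Dlx1 and Dlx2, of the same gene family as Dlx6, were also higher, while Dlx3 and Dlx4 did not pass. Dlx5 of that family, which is in the cartilage and bone list instead, rose by 3.68. The 12 are therefore not independent of each other or of changes seen in other lists. The 4 lower ones, which go against this explanation, were Lhx6 at -0.95, Osr2 at -0.88, Six4 at -0.74 and Alx4 at -0.46. Loss of H2AX and another difference between the wild-type and knockout cells stay open. They cannot be told apart, since the sources do not name the lines or embryos behind the arrays of each genotype.

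Genes of chromosome 8 were shifted upward in knockout cells by camera at its preset correlation (adjusted p = 1.2e-09). With an estimated correlation they did not pass (adjusted p = 0.13). That test may lack power with so few arrays, so that it leaves the shift undecided. At the preset correlation, 9 other chromosomes also passed, up or down. Among the 572 of them in the brighter 50% of genes, the median log2 fold change was 0.42, against 0.03 for the other brighter genes. A gain of the whole chromosome in the KO cells is a candidate explanation: divided into 4 parts of equal gene number along the chromosome, the medians were 0.36, 0.44, 0.44 and 0.42. Loss of H2AX and another difference between the wild-type and knockout cells cannot be told apart here for the same reason. Nqo1, which lies on chromosome 8, was lower.

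Of 10 splits of the 6 arrays into 3 and 3, 1, the real one, gave counts as large as those observed, for the genes called (1056, and 0 in every other split), for those at adjusted p alone (6666 against 0), and for the members called among NRF2 targets (20 against 0), interferon genes (24 against 0) and Hox genes (20 against 0), all by limma. At an unadjusted p under 0.05, the real split gave 8132 genes and the highest of the other splits 707. The splits are too few for a share under 0.05. Every other split also puts arrays of both genotypes into each group, which widens the spread within groups. The counts of 0 there are therefore no measure of how many calls chance alone would give.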

How the results depend on the processing

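The counts without chromosomes 8 and Y and the estimated correlation for chromosomes were chosen after the data were seen. The count of genes called in KO versus WT at a fold-change over 2 stayed within 1.5 times of 1056 under every alternative at that fold. It was 1047 to 1084 with 1 array left out, 1040 after quantile normalization, 1042 after median centring, 1052 with the methods' one-way ANOVA, 1392 over all probe sets and 857 without the 50% of genes with the lowest mean, where fewer genes were tested. Without the genes of chromosomes 8 and Y it was 997. It moved to 2374 at a fold-change over 1.5, by construction. At adjusted p alone, the 6666 genes became 5339 to 6826 with 1 array left out, 4709 with the one-way ANOVA and 9444 with array weights, where KO replicate 3 has most of the weight. Of the 1056 genes, 1033 were called after quantile normalization, 1017 after median centring and 1052 with the one-way ANOVA. With the replicate number as a block, the count was again 1056, and 5810 at adjusted p alone. The numbers do not pair the arrays: the correlations of the deviations of same-numbered arrays from their group means were -0.29, -0.24 and 0.08, and 0 of 6 arrays correlated best with its own number.

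H2ax, Nfe2l2 and Nqo1 kept their direction and their side of the threshold under every alternative run for them, with log2 fold changes of -1.38 to -1.27, -1.36 to -1.18 and -1.47 to -1.36 when 1 array was left out. Gclc was higher at an adjusted p of 0.038 with array weights, which rest largely on KO replicate 3 (log2 fold change 0.13), and lay between 0.10 and 0.16 with 1 array left out (adjusted p 0.13 to 0.30). Actb turned to 0.015 after quantile normalization, and Hprt ranged from -0.026 without KO replicate 1 to 0.186 without KO replicate 2, none past the threshold. The 10 higher and 10 lower NRF2 targets became 10 higher and 10 to 11 lower with 1 array left out, 8 and 7 with the one-way ANOVA and 13 and 11 with array weights. The shift test of the antioxidant enzymes outside the NRF2 list (adjusted p = 0.051) was passed with the replicate block (0.0497), after quantile normalization (0.039) and median centring (0.029), without the 50% of genes with the lowest mean (0.042) and with array weights (0.030), and ranged from 0.014 to 0.087 with 1 array left out. That of the ROS genes of Supplementary Table 1 (adjusted p = 0.074) was passed after median centring (0.023) and without the 50% of genes with the lowest mean (0.042), and ranged from 0.059 to 0.093 with 1 array left out. In fry, which asks another question, whether a list moves on balance without comparing it with other genes, the adjusted p was 0.012 for the antioxidant enzymes and 0.0022 for the ROS genes. The calls of the interferon, Hox and smooth muscle lists were lost with an estimated correlation (0.78 for each), with which no list passed. They held with the replicate block, quantile normalization, median centring, the mean of probe sets, array weights, without the 50% of genes with the lowest mean and with each array left out. The list shift was not run for the one-way ANOVA, the trend and robust prior, all probe sets or a fold-change over 1.5. That of chromosome 8 (median log2 fold change 0.18) was lost with an estimated correlation (adjusted p = 0.13). The cause was not tested for these changes. Of the counts of list members under the alternatives, 734 stayed within 1.5 times and 78 moved further, and of the fold changes of named genes, 1653 kept their direction and side of the threshold, 32 fell below the threshold and 2 rose past it. For a microarray the signal over background limits what can be seen: no background level was given with these values, and genes near the lower end of the scale have compressed folds.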

Differences from the paper's values

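The count of equal columns in Supplementary Table 1 was chosen after its printed values were seen. The count of differentially expressed genes did not differ by more than 1.5 times: the paper reports 1295 genes at a fold-change over 2 and an FDR under 0.05, and 1056 were called here at these thresholds. Of the alternatives set before the data were examined, the count over all probe sets (1392) also lay within 1.5 times of the paper's, and those without the 50% of genes with the lowest mean (857) and at a fold-change over 1.5 (2374) did not.

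Supplementary Table 1 and the deposited values differ in 2 of the 6 array columns. In the printed table, the value of the first wild-type array equals that of the second in 20 of 21 genes, and the value of the third knockout array equals that of the second in 21 of 21. In the deposited values, this holds for 0 of the 21 matched probe sets in either case, and the printed values depart from the deposited ones by up to 0.52 for the first wild-type array and up to 0.35 for the third knockout array. The paper's printed folds and p-values are those of the deposited values: all 21 folds were within 0.1% of the ones computed from them, and all 21 p-values within 1% of those of the one-way ANOVA.

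The paper draws the genes of Supplementary Table 1 from those with a fold-change over 2. Of its 21 printed folds, 12 are over 2 in size and 9 are not, the smallest being 1.54, and the same 12 were over 2 here.

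The paper's RT-PCR in these cells (Fig. 3e) gives lower mRNA levels of GCLC, NRF2 and NQO1 in H2AX mutants. On the arrays, Nfe2l2 and Nqo1 were lower (log2 fold changes -1.27 and -1.40), whereas Gclc had a log2 fold change of 0.14 (adjusted p = 0.13 from limma) and no alternative gave a value below 0, the lowest being 0.10 without WT replicate 1. The RT-PCR samples are not among the arrays.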

Other observations

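The medians of the brighter genes by chromosome were chosen after the data were seen. Genes of DNA double-strand break repair, p53 and the stress responses also changed. Of 29 measured repair genes, 13 were higher, 3 were lower and 13 did not pass the test, with the same counts when adjusted over the list alone. Mdc1, the adaptor that binds phosphorylated H2AX, rose by 1.00 on the log2 scale (standard error 0.07, adjusted p = 2.2e-06 from limma), the helicase Blm rose by 0.72, Xrcc5 (Ku80) fell by 1.00 and Trp53bp1 fell by 0.49. The count of higher repair genes was 6 without WT replicate 1, 8 without WT replicate 3, 6 without KO replicate 1 and 5 without KO replicate 3, and 4 in the one-way ANOVA. Of 23 p53 target genes, 10 were lower, among them Eda2r (-2.28) and Ccng1 (-1.17), and 6 were higher, among them Perp (1.35) and Sesn1 (1.00), with 11 lower and 7 higher when adjusted over the list alone. Of 10 genes of senescence and immortalisation, 5 were higher and 2 were lower, also when adjusted over the list alone. Cdkn2a, which encodes the cell cycle inhibitors p16 and p19Arf, rose by 2.00 and Cdk4 fell by 0.59. Of 31 proliferation genes, 5 were higher, 5 were lower and 21 did not pass the test, also when adjusted over the list alone. Of 26 genes of the ATF4 and unfolded protein responses, 13 were higher and 8 were lower (14 and 9 when adjusted over the list alone). Vldlr rose by 2.41 and the one-carbon enzyme Aldh1l2 by 1.37, while the transcription factor Ddit3 fell from a log2 value of 9.31 to 8.21 and the chaperone Dnajb9 from 9.40 to 8.56. Of 27 NF-kB and cytokine genes, 12 were higher, led by Birc3 (1.32) and Rel (0.97), and 7 were lower, led by Il33 (-4.39) and Ptges (-2.47), with 14 higher and 7 lower when adjusted over the list alone. None of these lists passed the test of a shift against all other genes (camera, lowest adjusted p 0.090 for the repair genes, whose adjusted p was 0.95 with an estimated correlation).

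Of 10 measured H2A genes and variants, 7 were higher and 2 were lower, with 7 higher and 3 lower when adjusted over the list alone, and 4 higher and 1 lower in the one-way ANOVA. H2az2 rose by 1.03 and Macroh2a1 fell by 0.56, the latter short of the threshold in the one-way ANOVA (adjusted p = 0.11, against 0.0081 by limma). Near-identical H2A genes share sequence, so that their probe sets are uncertain. Of 22 measured neighbours of H2ax on chromosome 9, 9 were higher, with Thy1 far above the others, and none was lower by limma (9 higher and 1 lower at an unadjusted p under 0.05 or when adjusted over the list alone, and 7 higher and 1 lower in the one-way ANOVA). Without KO replicate 3, 5 were higher, and without KO replicate 2, 1 was lower. Markers of other cell types mostly did not pass the test. Of 15 skeletal muscle markers, 3 were lower, led by Chrna1 (-3.28) and Pax3 (-1.07), and 1 was higher. Of 11 adipocyte markers, Pparg was higher (1.07). Of 15 cartilage and bone markers, 4 were higher, led by Dlx5 (3.68), and 1 was lower, with 2 higher without WT replicate 2 or in the one-way ANOVA, and none lower when any array other than KO replicate 2 was left out. Of 12 endothelial markers, 2 were lower, and 1 in the one-way ANOVA. Of 13 epithelial markers, 1 was higher, and none without WT replicate 2 or 3 or KO replicate 1, and Ocln was lower (-0.71), with 2 lower without KO replicate 2. Of 16 neuronal and glial markers, 3 were higher, led by Map2 (1.73), and 3 were lower, led by Nefl. The counts were the same when adjusted over each of these lists alone.

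Among the brighter 50% of genes, the median log2 fold change was -0.25 on chromosome 1, -0.23 on chromosome 18, -0.20 on chromosome 12, 0.26 on chromosome 17 and 0.26 on chromosome 19. Of the genes named as higher, Mdc1 and Tbp lie on chromosome 17 and Ndufv1, Ndufs8 and Twnk on chromosome 19. Ifit3 and Il33, also on chromosome 19, were lower. Whether rises of single genes share in these shifts was not tested. Over all of its genes, each of these chromosomes passed the test of a shift at the preset correlation (camera, adjusted p = 3.2e-07, 0.00025, 8.7e-06, 0.00055 and 0.00096 in this order), and none passed with an estimated correlation (adjusted p = 0.11, 0.28, 0.20, 0.20 and 0.11). Chromosomes 2 (adjusted p = 0.0017), 6 (0.0069), 13 (0.024) and 5 (0.039) also passed at the preset correlation and not with an estimated one (adjusted p = 0.11, 0.11, 0.38 and 0.49).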
